# Multi-Tissue Transcriptome Profiling of North American Derived Atlantic Salmon

**DOI:** 10.3389/fgene.2018.00369

**Published:** 2018-09-13

**Authors:** Amin R. Mohamed, Harry King, Bradley Evans, Antonio Reverter, James W. Kijas

**Keywords:** Atlantic salmon, RNA-Seq, transcriptome, gene expression, transcription factors, next-gen sequencing

## Abstract

The availability of a reference genome assembly for Atlantic salmon, *Salmo salar*, SNP genotyping platforms and low cost sequencing are enhancing the understanding of both life history and production-related traits in this important commercial species. We collected and analyzed transcriptomes from selected tissues of Atlantic salmon to inform future functional and comparative genomics studies. Messenger RNA (mRNA) was isolated from pituitary gland, brain, ovary, and liver before Illumina sequencing produced a total of 640 million 150-bp paired-end reads. Following read mapping, feature counting, and normalization, cluster analysis identified genes highly expressed in a tissue-specific manner. We identified a cluster of 508 tissue specific genes for pituitary gland, 3395 for brain, 2939 for ovary, and 539 for liver. Functional profiling identified gene clusters describing the unique functions of each tissue. Moreover, highly-expressed transcription factors (TFs) present in each tissue-specific gene cluster were identified. TFs belonging to *homeobox* and *bhlh* families were identified for pituitary gland, *pou* and *zf-c2h2* families for brain, *arid*, and *zf-c2h2* for ovary and *rxr*-like family for liver. The data and analysis presented are relevant to the emerging Functional Annotation of All Salmonid Genomes (FAASG) initiative that is seeking to develop a detailed understanding of both salmonid evolution and the genomic elements that drive gene expression and regulation.

## Introduction

The Atlantic salmon (*Salmo salar*), a member of the family Salmonidae, is endemic to the northern Atlantic Ocean and cultivated worldwide including in Tasmania, Australia. The Australian salmon industry is founded on introduced North American wild stock originating from the River Philip in Nova Scotia (Jungalwalla, 1991). To enhance productivity using genetics, an applied breeding program has been in operation since 2004, and the Tasmanian salmon industry is now the highest valued commercial fishery-related industry in the state (Australian Bureau of Agricultural Resource Economics and Sciences, 2014). A number of production issues remain which are potentially tractable using genomic approaches, including unwanted early maturation, disease susceptibility, product quality traits, and imperfect DNA based diagnostics for sex determination.

The ability to elucidate the basis of complex salmonid traits has been dramatically improved by the availability of reference genomes for both rainbow trout (*Oncorhynchus mykiss*) (Berthelot et al., 2014) and Atlantic salmon (Lien et al., 2016). To date, their major impact has been through enabling the development and application of high density SNP genotyping platforms and GWAS. The availability of annotated protein coding gene models supports the interpretation of GWAS to identify putatively causal variants contributing to trait variation (Ayllon et al., 2015; Barson et al., 2015). However, these reference genomes currently lack annotation of the sequences that regulate gene expression, including proximal, and distal promotors and enhancer elements. Functional annotation requires significant time and cost, and the animal science community has self-assembled into consortia to tackle the task for livestock genomes (FAANG consortium, Andersson et al., 2015) and salmonids inside the “Functional Annotation of All Salmonid Genomes” (FAASG, Macqueen et al., 2017). The experimental component involves collection of multiple data types to support functional annotation, including histone modification marks, DNA methylation status and gene expression. RNA-Seq has revolutionized transcriptomic research, previously based on testing expression of candidate genes using RT-qPCR or even thousands of genes using cDNA microarrays. RNA-Seq provides an efficient and unbiased tool for large scale gene expression analyses in non-model organisms (for example Mohamed et al., 2016, 2018) as well as in salmonids (Salem et al., 2015; Kim et al., 2016; Robinson et al., 2017). Additional background information about available genomic tools for salmonid research, in the broader context of aquaculture genomics, is captured in a recent review (Abdelrahman et al., 2017).

The objective of this study was to begin contributions to FAASG by transcriptomic profiling selected tissues. We prioritized the brain-pituitary-gonad (BPG) axis, which plays a critical role in the development and regulation of the reproductive and immune systems in vertebrates including teleosts (Weltzien et al., 2004; Cowan et al., 2017). Fluctuations in this axis regulate hormone production, which exert local and systemic effects on the animal relating to sexual development, maturation, and other traits. The liver is an essential metabolic organ as it regulates most chemical levels in the blood, detoxifies various metabolites, synthesizes proteins, and produces energy. Hence, analyzing the complement of expressed genes within and across these four tissues will provide a basis for understanding key production and life history traits.

## Materials and methods

### Ethics statement

The animals used are from the SALTAS selective breeding program which has been described previously (Dominik et al., 2010; Eisbrenner et al., 2014; Kijas et al., 2017). The four animals used were sexually immature 3 year old female fish from the 2014 year class. The fish were reared and euthanized in compliance with the *CSIRO Animal Ethics Committee*, under approval number 2017–02.

### Tissue collection and total RNA isolation

Samples from mid-brain, pituitary gland, ovary and liver were collected and stored in RNA-later at −80°C until RNA isolation. Total RNA was isolated from each tissue using RNeasy Kit (QIAGEN), eluted in 40 μL RNase-Free Water and stored at −80°C. RNA quantity were assessed using a Nanodrop™ ND-1000 spectrophotometer (Thermo Scientific), and integrity checked by electrophoretic profiling with Agilent Bioanalyzer 2100 (Agilent, CA).

### High-throughput mRNA sequencing (illumina RNA-Seq)

Messenger RNA (mRNA) was isolated from 500 ng total RNA and a total of 16 RNA-Seq libraries (4 tissues × 4 biological replicates per tissue) were prepared using the Illumina TruSeq stranded library Preparation Kit. Libraries were sequenced on an Illumina NovaSeq 6,000 sequencing platform producing 640.3 million individual 150-bp paired-end reads.

### Read mapping, differential gene expression, and clustering analyses

Illumina reads were checked for quality using FastQC software. High quality reads (Q>30) were mapped to Atlantic salmon genome ICSASG_v2 (Lien et al., 2016) using TopHat2 version 2.1.1 (Kim et al., 2009) with default parameters. Alignment BAM files were sorted by read name and converted into SAM files using SAMtools version 1.4 (Li et al., 2009). The Python package HTSeq version 0.7.2 (Anders et al., 2015) was applied to count unique reads mapped to exons, which is suitable for RNA-Seq analysis. Raw counts were analyzed using the edgeR package (Robinson et al., 2010) in the R statistical computing environment to infer differential gene expression among tissues. To identify differential expression between samples and tissues, we applied both fold-change and false discovery rate (FDR) thresholds. Specifically, we set FDR to ≤ 0.001 and log_2_ (fold change) ≥2 to declare significance in line with previous recommendations (Haas et al., 2013). It is important to note a log_2_ (fold change) >2 equates with a minimum 4-fold change. To compare multiple expression profiles, we used the value of log_2_ (FPKM+1) centered by subtracting the mean across profiles (Haas et al., 2013), i.e. the mean-centered log_2_ (FPKM+1) value in which the FPKM+1 circumvents the non-definable instances of log_2_(0) if FPKM = 0. 

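The deposited centered table holds 26247 genes and was tested against the deposited counts. Every value in it equalled log2(raw count + 1) minus the mean of that gene over the 16 libraries, with a largest difference of 4.26e-14. Neither library totals nor gene lengths enter these values. For values on the scale defined in the methods, FPKM was computed from the deposited counts, the merged exon length of each gene in the deposited annotation and composition-corrected library sizes, and log2(FPKM + 1) was centered by gene.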

Tissue-specific gene clusters were identified as those exhibiting high expression in one tissue versus all others.

### Gene ontology (GO) enrichment analysis of the tissue-specific gene clusters

To infer function for identified tissue-specific clusters, GO enrichment analyses were performed using the Database For Annotation, Visualization And Integrated Discovery (DAVID) (Huang et al., 2009). The ENTREZ_GENE_ID of the gene clusters was used as identifier and *Salmo salar* was selected as the background dataset for the enrichment analysis. DAVID uses Fisher's exact test to ascertain statistically significant enrichment of pathways amongst differentially expressed genes (DEGs) relative to the background transcriptome. For the purpose of the enrichment analysis, GO categories with a Benjamini-corrected *P* ≤ 0.05 were considered significant (Huang et al., 2009). The RNA-Seq reads used in this study have been submitted to the NCBI Gene Expression Omnibus (GEO) database under Accession no. GSE114247.

### Identification of highly expressed transcription factors (TFs)

In order to determine transcription factors (TFs) in the tissue-specific gene clusters in Salmon, BLASTX analysis were performed (*E*-value < 10^−3^) against the Cod annotated transcription factors database downloaded from the AnimalTFDB database (http://bioinfo.life.hust.edu.cn/AnimalTFDB/#!/tf_summary?species=Gadus_morhua) for *Gadus morhua*. The retrieved transcription factors were ranked based on their expression in each of the tissue-specific clusters.

## Results

### Expression within and between four selected tissues

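Messenger RNA from mid-brain, pituitary gland, ovary and liver of immature female salmon was sequenced as 4 replicate libraries per tissue. The paper names 4 animals, so the tissues share fish, and the main fit treats the 16 libraries as independent. The authors mapped high-quality reads to ICSASG_v2 and counted uniquely mapped reads on exons. The deposited table gives these raw counts without normalization for 81574 genes, of which 47497 had at least 1 count. The paper's text does not name the strand setting of the counting, so genes that overlap on opposite strands may share counts, and reads that map to several near-identical genes are not included. Total counts ranged from 23239082 to 51858156 in the brain (median 25.8 M), from 24830666 to 28918488 in the pituitary gland (27.6 M), from 25444509 to 30566429 in the ovary (29.0 M) and from 20638203 to 23169283 in the liver (22.3 M). From there, edgeR's TMM factors corrected the library sizes for composition, and expression is given as CPM, counts scaled by the corrected size. For differential expression, the 37043 genes kept by filterByExpr entered 1 negative binomial fit with a mean per tissue. Each gene had 1 spread for all tissues in this fit, although the brain replicates varied most. Each of the 6 pairs of tissues was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, at the thresholds the paper states. A count of 3 was taken as the floor, which corresponds to 0.0415 CPM in the brain library of the largest corrected size and 0.251 CPM in that of the liver. A fold given as at least a value divides the mean CPM by the floor averaged over the 4 libraries of the compared tissue.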

Transcriptomic data was collected from 16 RNA-Seq libraries constructed in a 4 (tissues) × 4 (replicates) experimental design. 

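The mean total on genes was 27.4 M counts per library. Brain replicate 2 had 2.08 times the mean total of the other 3 brain libraries. The composition factors ranged from 1.25 to 1.46 in the brain, from 0.938 to 1.06 in the pituitary gland, from 1.41 to 1.48 in the ovary and from 0.494 to 0.537 in the liver. The 10 most abundant genes of a library took between 40.0% and 43.5% of its counts in the pituitary gland and between 18.3% and 20.01% in the liver. In the ovary this share was between 1.14% and 1.30%, and in the brain it ran from 3.95% in replicate 2 to 23.4% in replicate 3.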

Sequencing yielded a total of 640 M raw reads, which after mapping to the Atlantic salmon reference assembly ICSASG_v2 yielded an average of 28 M reads per library (Table S1). To begin assessment between libraries, multidimensional scaling (based on the top 500 genes that best differentiate the samples) was performed (Figure S1). This confirmed biological replicates within tissue clustered together, and libraries from different tissues took non-overlapping positions. 

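Distances between libraries were computed as leading log2 fold changes over the 500 genes that differ most in each pair of libraries. The first dimension held 43.1% of the variance and the second 25.0%. The largest distance within a tissue was 6.16 and lay between 2 brain libraries. Distances within the pituitary gland ranged from 2.65 to 2.92, within the ovary from 2.96 to 3.33 and within the liver from 3.30 to 3.66. The smallest distance between libraries of different tissues was 7.20, between brain and pituitary gland. It was 1.17 times the largest distance within a tissue. Of the alternatives, leaving out brain replicate 2 moved this ratio most, to 1.36.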

We performed hierarchical clustering using Spearman correlations of pairwise normalized expression for all 16 samples to explore the relative amount of variation between replicates within a tissue compared to that between the four tissues. This revealed that brain displayed the highest variation between the four biological replicates (animals) while the lowest was observed for ovary tissue. 

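Spearman correlations were computed on log2(CPM + 1) over the genes that entered the fit. The mean over the 6 pairs of brain replicates was 0.912 (SD 0.0297), with values up to 0.945. It was 0.9834 in the pituitary gland (SD 0.00145), 0.9836 in the ovary (SD 0.00100) and 0.974 in the liver (SD 0.00224). The ovary exceeded the pituitary gland by 0.000214, less than the spread over the pairs of either tissue. Among the alternatives, centering by gene moved the brain value most, to 0.769. The median SD of a gene between replicates was 0.35 on the log2 CPM scale in the brain, 0.16 in the pituitary gland, 0.15 in the ovary and 0.21 in the liver. The SD exceeded 1 for 9.23% of the brain genes with a mean CPM of at least 1, against 0.466% of those in the pituitary gland, 0.902% in the ovary and 0.915% in the liver.

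**Figure D1:**
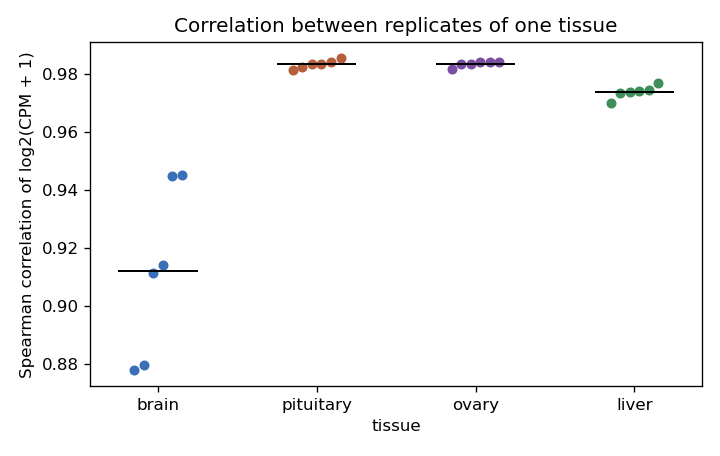
Spearman correlation of log2(CPM + 1) for each of the 6 pairs of replicates of a tissue (points) with their mean (line). The brain pairs lie between 0.878 and 0.945, and all pairs of the other tissues lie above 0.970.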

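Over the 16 pairs of libraries between tissues, the mean correlation was 0.759 (SD 0.0193) for brain and pituitary gland, 0.621 (SD 0.00407) for pituitary gland and liver, 0.587 (SD 0.00710) for pituitary gland and ovary, 0.585 (SD 0.00880) for ovary and liver, 0.545 (SD 0.0377) for brain and liver, and 0.480 (SD 0.0189) for brain and ovary. Average linkage on 1 minus the correlation joined the 8 brain and pituitary gland libraries first, at a height of 0.241. Ovary and liver joined next, at 0.415, and the last join was at 0.442.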

Further, clustering grouped the brain and pituitary as the two tissues with the most similar patterns of gene expression (Figure S2). Together these assessments indicated gene expression variability was much lower between replicates of the same tissue as compared with variation between tissues, as expected for a high quality dataset.

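The lowest correlation between 2 replicates of a tissue was 0.878, in the brain. The highest correlation between libraries of different tissues was 0.786, between a brain and a pituitary gland library. From the scaling and the correlations, the paper concludes that expression varied much less between replicates than between tissues.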

### Gene clusters with tissue specific expression

Genes exhibiting significant differential expression (DEG, ≥4-fold change with false discovery rate FDR ≤ 0.001) were identified and used to search for gene clusters exhibiting tissue specific expression. 

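In at least 1 of the 6 pairs of tissues, 26349 of the tested genes passed both thresholds. Between brain and ovary 17259 genes passed, between pituitary gland and ovary 15277, between ovary and liver 15132, between brain and liver 12191, between pituitary gland and liver 10437 and between brain and pituitary gland 5800. Of the genes between brain and pituitary gland, 68.6% were higher in the brain, and of those between brain and liver 67.2% were higher in the brain. Each called gene had an adjusted p of at most 0.001 in edgeR's quasi-likelihood test. The alternative that moved the total most among those chosen beforehand was the filter on a CPM of at least 1 in at least 4 libraries, with 23876 genes. With plain library totals in place of composition factors, a choice made after seeing the data, 81.2% of the genes between ovary and liver were higher in the ovary, against 54.6% with the factors.

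**Figure D2:**
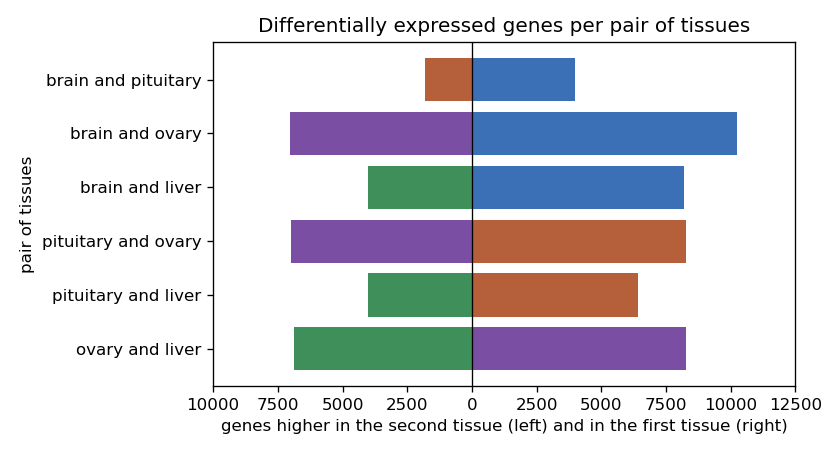
Number of differentially expressed genes in each pair of tissues. Bars to the right count genes higher in the first tissue named and bars to the left genes higher in the second, with the colour of the higher tissue, from 5800 genes between brain and pituitary gland to 17259 between brain and ovary.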

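Of the 26349 genes called in at least 1 pair, 24454 were among the 26247 genes of the centered table that the authors deposited. Genes higher in the brain numbered 10228 against the ovary, 8187 against the liver and 3981 against the pituitary gland. Genes higher in the pituitary gland numbered 8267 against the ovary and 6412 against the liver, and 8268 genes were higher in the ovary than in the liver.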

Hierarchical clustering using only significant DEGs revealed distinctive expression profiles for each tissue (Figure 1). 

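A gene was taken as tissue-specific when it passed both thresholds in the same direction against each of the other 3 tissues. By this rule, 4106 genes were specific to the ovary, 2264 to the brain, 2149 to the liver and 800 to the pituitary gland. The median of the smallest log2 fold change against the other tissues was 3.83 for brain genes, 3.57 for pituitary gland genes, 3.21 for ovary genes and 4.05 for liver genes. The tissue with the next highest expression was the pituitary gland for 1441 of the brain genes and the brain for 515 of the pituitary gland genes. Tissue-specific genes took 66.3% of the counts in the liver (SD 0.947, n = 4), 46.5% in the pituitary gland (SD 1.30, n = 4), 29.3% in the ovary (SD 0.367, n = 4) and 26.6% in the brain (SD 4.34, n = 4). Across the 8 alternatives set beforehand the numbers ranged from 3420 to 4200 in the ovary, from 1518 to 2750 in the brain, from 2037 to 2331 in the liver and from 660 to 950 in the pituitary gland. Plain library totals, chosen after seeing the data, gave 1268 liver genes.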

Brain appeared to have the highest occurrence of tissue specific expression (3395 genes) followed by ovary (2939), liver (539), and the pituitary gland (508) (Figure 2). 

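A gene was counted as expressed in a tissue when its CPM was at least 1 in at least 2 of the 4 libraries, since the paper's text does not name the limit. By this count 29937 genes were expressed in the brain, 27600 in the pituitary gland, 25065 in the liver and 24876 in the ovary, and 35505 in any tissue. In all 4 tissues 18982 genes were expressed. Genes expressed in 1 tissue only numbered 2464 in the brain, 1749 in the ovary, 1394 in the liver and 845 in the pituitary gland. Brain and pituitary gland alone shared 2567 genes, brain, pituitary gland and liver 2380, and brain, pituitary gland and ovary 1745. Only 627 genes were shared by brain and ovary alone. Of the 4106 genes specific to the ovary in the fit, 1984 were expressed in all 4 tissues by this count and 1185 in the ovary only. Counting every gene with at least 1 count in at least 1 library raised the number shared by all 4 tissues to 37580.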

Apart from 17542 genes that were shared among the four tissues, the highest number of shared genes were 8819 between pituitary gland and brain followed by 5547 between brain and ovary, and interestingly 1839 among pituitary gland, brain and ovary (Figure 2). This can be expected given the important role of the brain-pituitary-gonad (BPG) axis in regulating sexual development in vertebrates including fish.

**Figure 1:**
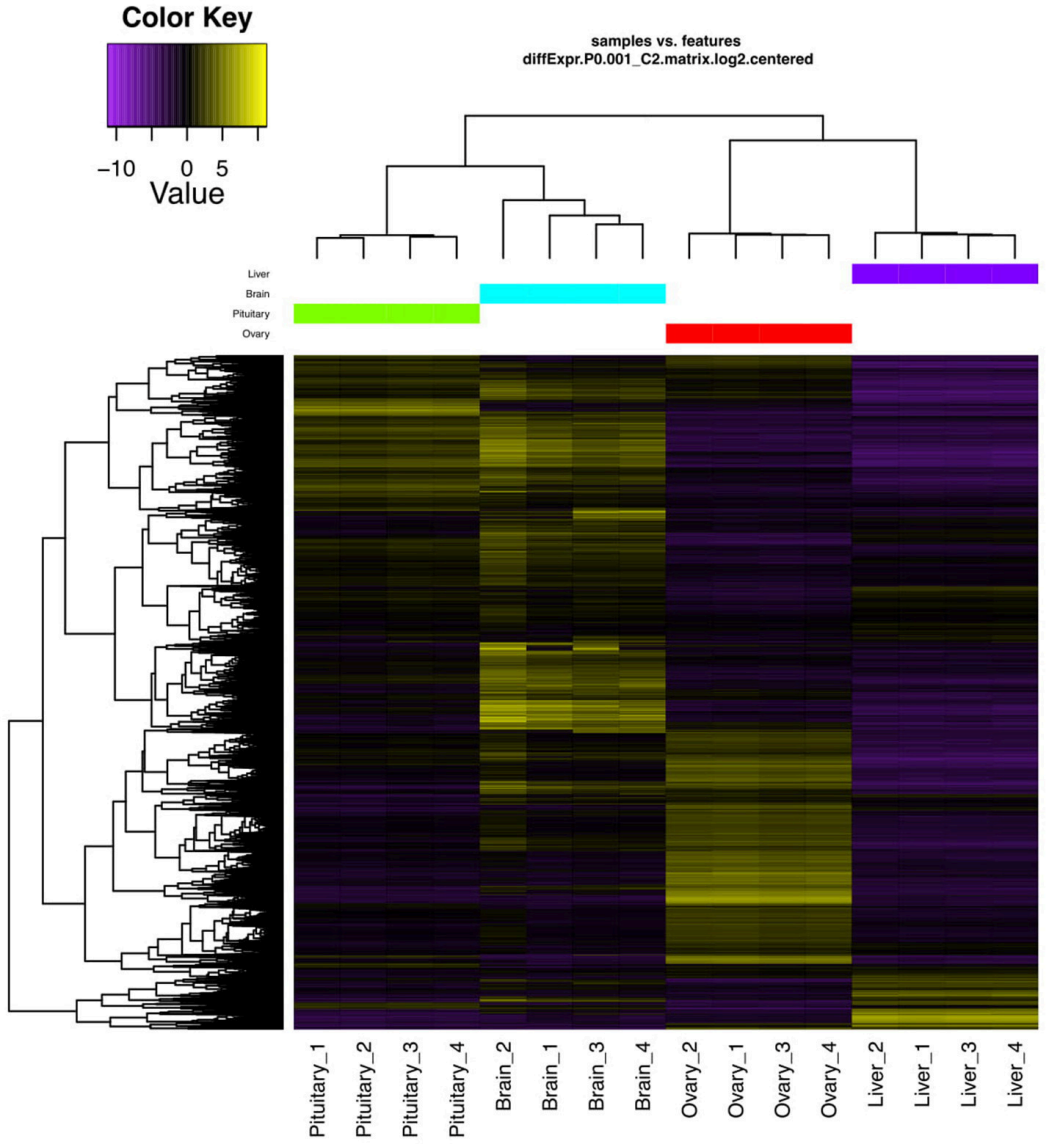
DEGs hierarchical clustering. Heat map showing genes (rows) with differential expression (fold ≥ 4, FDR ≤ 0.001) among the four replicates of the pituitary gland, brain, ovary, and liver samples. Expression values are log_2_-transformed and median-centered by gene.

**Figure 2:**
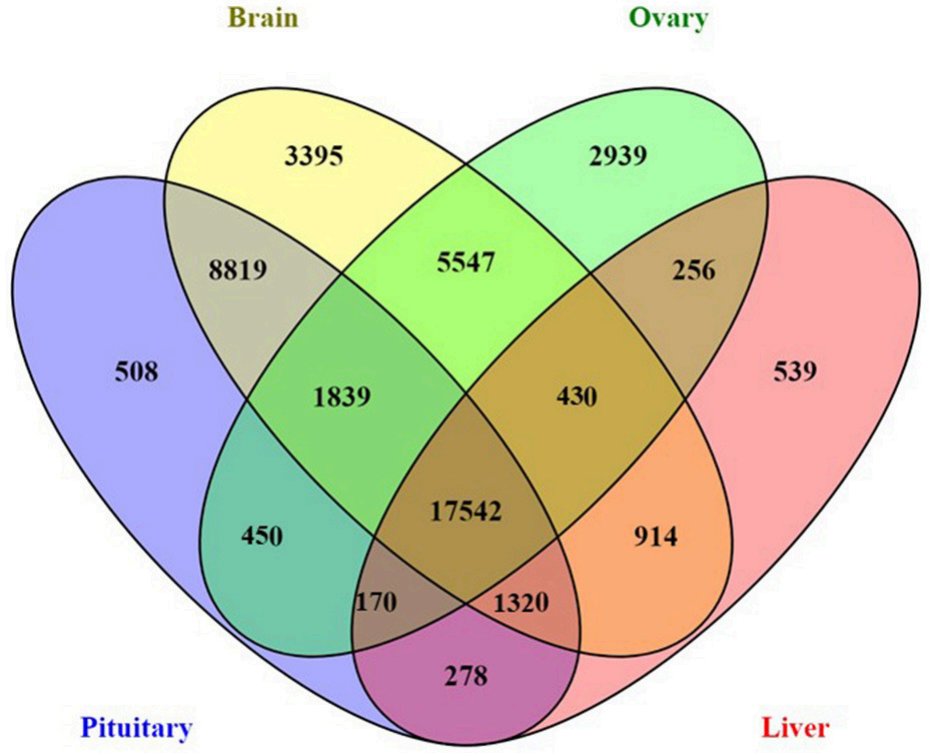
Four-way Venn diagram showing the number of shared and unique expressed genes across four salmon tissues (pituitary gland, brain, ovary, and liver).

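The mean-centered log2(FPKM + 1) of the tissue-specific genes, averaged over genes, was 2.95 in the liver for liver genes (SD 0.0276, n = 4), 1.96 in the ovary for ovary genes (SD 0.0375, n = 4), 1.91 in the pituitary gland for pituitary gland genes (SD 0.0228, n = 4) and 1.68 in the brain for brain genes (SD 0.247, n = 4). Outside their own tissue the averages were negative. Brain genes averaged -0.34 in the pituitary gland, -0.66 in the ovary and -0.67 in the liver. The brain average was 1.89 in replicates 1 and 2, 1.42 in replicate 3 and 1.51 in replicate 4.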

The relative expression of the identified tissue specific clusters is compared across tissues in Figure 3. We sought to explore if tissue specific gene clusters were enriched for gene ontologies (GO) relating to molecular function (GO-MF), cellular component (GO-CC), or biological process (GO-BP). 

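The authors' table of genes behind the enriched pituitary gland terms (Table S3) lists 13 genes. All 13 were specific to the pituitary gland in the fit, with smallest log2 fold changes between 6.42 and 10.06. The authors chose this list on the same libraries, so the count is not independent evidence. Gene ontology enrichment itself was not analysed here.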

Pituitary gland-specific genes contained significant enrichment for all three gene ontology classes (GO-BP, GO-CC GO-MF terms at corrected *P* ≤ 0.05, Table 1). 

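Growth hormone prepeptide (LOC100136588, identifier 100136588) lies on chromosome 3 from 55678562 to 55682490 of ICSASG_v2. Its expression was 11651 ± 2705 CPM in the pituitary gland (mean ± SD, n = 4, as for all levels given per tissue) and 37.6 ± 19.7 CPM in the liver, the next highest tissue by CPM. Its raw counts were 216 to 762 in the liver libraries and 645 to 1431 in the ovary libraries, so this rank depends on the composition factors. Hormone reads outside the pituitary gland may include pituitary reads or tissue carried over. The levels and fold changes of hormone genes in other tissues are therefore uncertain. The log2 fold change between them was 8.27 (standard error 0.52, adjusted p = 1.1e-09, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Prolactin (LOC100136580, identifier 100136580, chromosome 3 from 52878313 to 52881409) was at 41034 ± 26624 CPM, and ranged from 5719 CPM in pituitary gland replicate 4 to 70338 CPM in replicate 3. Its log2 fold change against the liver was 8.19 (standard error 1.38, adjusted p = 7.2e-05, edgeR). The annotation holds 3 genes with this product name, so reads that match several of them are missing from its count. Somatotropin-2 (LOC106607462, identifier 106607462, chromosome 6 from 42238585 to 42242242) was at 11169 ± 2732 CPM, with a log2 fold change against the liver of 8.24 (standard error 0.52, adjusted p = 1.2e-09, edgeR).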

Despite being comprised of only three genes (*growth hormone pre-peptide, prolactin, somatotropin-2*), the most highly over-represented term (149 fold) was *regulation of immunoglobulin secretion* that includes genes coding for growth hormones, prolactin, and somatotropin. The GO-CC *extracellular region* was identified via pituitary gland hormones such as *somatolactins, thyroid stimulating hormone, pro-opiomelanocortin*, and *gonadotropin* which is consistent with the expected gene expression profile of the pituitary (Table 1, Table S3). 

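Thyroid stimulating hormone beta subunit (tshb, identifier 100136355, chromosome 22 from 8772597 to 8774381) was at 5957 ± 4576 CPM in the pituitary gland and 31.3 ± 16.8 CPM in the liver (log2 fold change 7.57, standard error 0.72, adjusted p = 1.5e-07, edgeR). Gonadotropin subunit beta-2 (gthb2, identifier 100380386, chromosome 28 from 20285728 to 20299093) had 225 ± 129 CPM, the lowest level of these hormones (log2 fold change against the liver 7.51, standard error 0.66, adjusted p = 6.2e-08, edgeR). Its exons overlap those of a gene on the opposite strand by 138 bases. Pro-opiomelanocortin A2 (LOC100510784, identifier 100510784, chromosome 1 from 5735332 to 5737371) reached 34707 ± 8072 CPM (against the liver 9.31, standard error 0.76, adjusted p = 2.4e-08, edgeR). The alpha chains glha1 (chromosome 1 from 12113353 to 12114802) and glha2 (chromosome 4 from 23080386 to 23081718) were at 2372 ± 476 CPM and 3816 ± 1625 CPM, with log2 fold changes against the liver of 8.52 and 7.96.

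**Figure D3:**
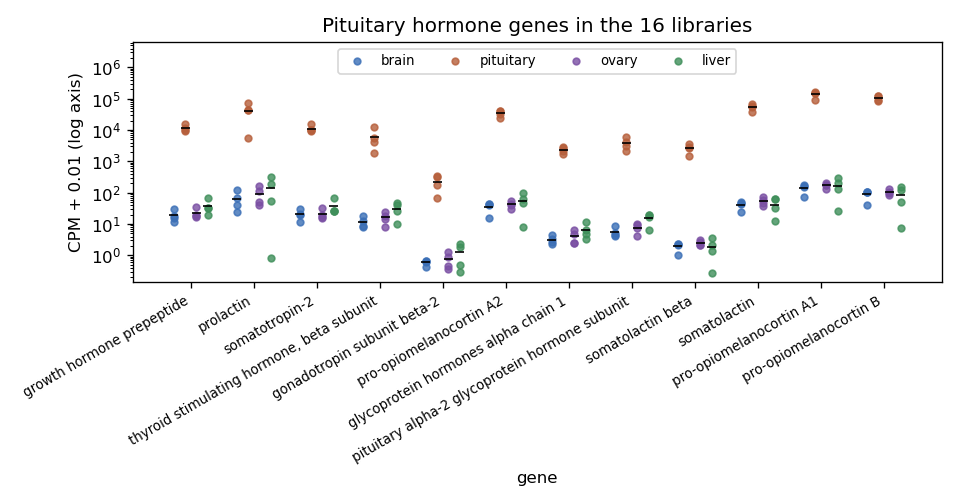
CPM of 12 pituitary hormone genes in each of the 16 libraries (points) with the mean per tissue (black line), on a log axis after adding 0.01. The pituitary gland means run from 225 CPM for gonadotropin subunit beta-2 to 139833 CPM for pro-opiomelanocortin A1.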

The list of highly expressed genes in the pituitary gland included genes with function related to hormone activity such as *somatolactin beta, pro-opiomelanocortin A1* and *B* (Figure 4; Table S2). 

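Somatolactin beta (LOC100196589, identifier 100196589, chromosome 4 from 66206556 to 66209247) was at 2661 ± 867 CPM in the pituitary gland and 2.48 ± 0.436 CPM in the ovary, the next highest tissue (log2 fold change 10.06, standard error 0.61, adjusted p = 4.0e-10, edgeR). Pro-opiomelanocortin A1 (LOC100510783, identifier 100510783, chromosome 9 from 44544057 to 44547224) had an SD of 30718 CPM over the 4 libraries and took between 9.95% and 15.5% of their counts (against the ovary 9.65, standard error 0.82, adjusted p = 2.3e-08, edgeR). Pro-opiomelanocortin B (LOC100169856, identifier 100169856, chromosome 6 from 67994490 to 68000677) was at 106684 ± 21036 CPM (against the ovary 10.00, standard error 0.93, adjusted p = 6.3e-08, edgeR), and somatolactin (LOC100136491, identifier 100136491, chromosome 20 from 63029348 to 63042014) at 54370 ± 12544 CPM (against the ovary 9.97, standard error 0.65, adjusted p = 1.1e-09, edgeR). All 10 pituitary gland genes of Table S2 were specific to this tissue.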

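The 10 pituitary gland genes of Table 2 and a second lhx3 gene, from Table S2, were specific to this tissue. The lhx3 genes (LOC106563263, identifier 106563263, chromosome 11 from 68261451 to 68274742, and lhx3, identifier 100192333, chromosome 1 from 125569562 to 125582470) were at 66.4 ± 3.59 CPM and 171 ± 9.06 CPM, with smallest log2 fold changes of 7.29 and 8.66. The 2 ascl1a genes (LOC106609474, identifier 106609474, and LOC106576285, identifier 106576285) had 8.36 and 7.00 against the brain, and bhlha15 (LOC106589580, identifier 106589580) had 7.27 against the liver. Among the homeobox genes, an HMX3-like gene (LOC106608660, identifier 106608660) had 8.86, a SIX3-like gene (LOC106610965, identifier 106610965) 5.91 and ventral anterior homeobox 1 (LOC106576936, identifier 106576936) 6.21 against the brain. The weakest was six1b (LOC106598867, identifier 106598867, chromosome 1 from 27130627 to 27134784), with 66.8 ± 7.24 CPM in the pituitary gland (against the brain 4.41, standard error 0.86, adjusted p = 4.6e-04, edgeR). It was specific in 20 of 25 settings, ventral anterior homeobox 1 in 24 and the gene listed as zbtb49 in 22. The annotation names the gene listed as zbtb49 (LOC106571735, identifier 106571735, 4.85 against the brain) cytochrome c oxidase subunit 8B, and leaves the one listed as znf532 (LOC106568496, identifier 106568496, 8.96 against the liver) uncharacterized.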

The list of highly expressed transcription factors (TFs) identified in the pituitary gland (Table 2) included *lhx3, six1b*, other homeodomain proteins, *ascl1a, bhlha15, zf-c2h2*, and *zbtb*. 

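Of 7 neuropeptide and growth factor genes tested by name, 4 were specific to the brain. Thyrotropin-releasing hormone (trh, identifier 100196143, chromosome 13 from 17755802 to 17758359) was at 11.3 ± 4.29 CPM, at least 42.7-fold above the liver, and cholecystokinin-N (cck-n, identifier 100194430, chromosome 27 from 22794397 to 22799773) at 6.24 ± 3.94 CPM, at least 23.6-fold above the liver. Myostatin 1b (gdf-8, identifier 100136531, chromosome 25 from 9963321 to 9967375) had 29.2 ± 15.1 CPM (against the pituitary gland 4.58, standard error 0.38, adjusted p = 1.3e-07, edgeR), and myostatin 1a (gdf-8, identifier 100136397, chromosome 21 from 11959293 to 11964782) 1.69 ± 0.832 CPM (against the ovary 4.17, standard error 0.54, adjusted p = 8.7e-06, edgeR). Proenkephalin (penk, identifier 100196814, chromosome 29 from 16066132 to 16069324) was at 73.04 ± 45.4 CPM in the brain and 34.9 ± 9.61 CPM in the liver, below the fold threshold (1.07, standard error 0.31, adjusted p = 0.00644, edgeR). With plain library totals, chosen after seeing the data, this log2 fold change was 2.49 and the gene passed. Cholecystokinin-L (cck-l, identifier 100194429, chromosome 5 from 76382220 to 76385733) had 4.88 ± 4.45 CPM and did not pass against the ovary (2.70, standard error 0.71, adjusted p = 0.00227, edgeR). It passed under 3 alternatives, at 2.87 with the DESeq2 Wald test, 2.98 with the exact test and 3.09 without brain replicate 2. A cholecystokinin-like gene (LOC106605490, identifier 106605490, 6.39 ± 7.17 CPM) was removed by the filter, and passed without a filter and without 4 of the libraries in turn.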

Brain-specific genes were enriched for the GO-CC *extracellular region* term due to expression of neuropeptides including *proenkephalin, myostatins, cholecystokinins*, and *thyrotropin-releasing hormone* (Table 1, Table S4). 

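The visinin-like protein 1 genes (visl1, identifier 100196798, chromosome 9 from 41094876 to 41103870, and LOC106603349, identifier 106603349, chromosome 1 from 41889538 to 41898815) were at 335 ± 197 CPM and 445 ± 221 CPM, with log2 fold changes against the liver of 8.00 and 8.16, and were specific to the brain. The calretinin-like genes (LOC106560817, identifier 106560817, chromosome 10 from 80813831 to 80827254, and LOC106573754, identifier 106573754, chromosome 16 from 29886133 to 29900136) had 25.6 ± 18.8 CPM and 11.7 ± 12.4 CPM. The first had a log2 fold change of 6.00 against the pituitary gland, its next highest tissue (standard error 0.61, adjusted p = 9.3e-07, edgeR), and the second was at least 44.4-fold above the liver, and both were specific. Of the calmodulin genes given here, LOC106612378, identifier 106612378 was specific (292 ± 141 CPM, against the ovary 2.28, standard error 0.27, adjusted p = 1.1e-06, edgeR). The calmodulin gene LOC106603160, identifier 106603160 (196 ± 55.4 CPM, against the pituitary gland 1.05, standard error 0.17, adjusted p = 9.3e-05, edgeR) stayed below the fold threshold. The annotation holds 6 genes named calmodulin, so the count of each is uncertain. Of the 38 genes of Table S4, 25 were specific to the brain and 5 were removed by the filter. The number specific ranged from 19 to 26 across the 8 alternatives set beforehand. Without each library in turn it ranged from 21 to 26.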

Further, GO-MF term *calcium ion binding* was enriched based on expressed neuronal calcium-sensor/binding proteins such as *visinin-like proteins, calretinin-like proteins* and *calmodulins* (Table 1; Table S4). The list of highly expressed genes in the brain (Figure 4; Table S2) included *Vesicular glutamate transporter 2.1* (gene ID = gene48716:106587477) and several genes coding for neuropeptides such as *Glucagon family neuropeptides-like* (gene ID = gene39762:106578701). 

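Vesicular glutamate transporter 2.1 (LOC106587477, identifier 106587477, chromosome 26 from 25319013 to 25340154) was at 59.2 ± 30.8 CPM in the brain and 0.138 ± 0.0957 CPM in the pituitary gland (log2 fold change 8.70, standard error 0.53, adjusted p = 6.0e-09, edgeR), and at least 224-fold above the liver. Glucagon family neuropeptides-like (LOC106578701, identifier 106578701, chromosome 19 from 29527759 to 29534089) had 113.4 ± 57.2 CPM in the brain and 0.674 ± 0.365 CPM in the pituitary gland (log2 fold change 7.38, standard error 0.52, adjusted p = 2.9e-08, edgeR). The 10 brain genes of Table S2 were all specific to the brain, with smallest log2 fold changes between 7.38 and 9.01.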

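The zic2a (LOC106581638, identifier 106581638, chromosome 21 from 2939012 to 2945498) and zic5 (LOC106586041, identifier 106586041, chromosome 25 from 2045473 to 2050570) genes were at 179 ± 211 CPM and 70.4 ± 101 CPM in the brain, with the highest values in replicate 2. Their smallest log2 fold changes were 7.49 against the pituitary gland (standard error 0.78, adjusted p = 1.2e-06, edgeR) and 8.04 against the liver (standard error 1.09, adjusted p = 6.9e-06, edgeR). The POU genes pou3f2a (LOC106607949, identifier 106607949, chromosome 6 from 62778517 to 62782159) and pou3f3b (LOC106574614, identifier 106574614, chromosome 16 from 73527286 to 73530243) had 9.86 ± 3.76 CPM and 33.0 ± 10.8 CPM (against the pituitary gland 7.64, standard error 0.74, adjusted p = 1.6e-05, and 5.75, standard error 0.47, adjusted p = 1.1e-07, edgeR). The pituitary gland, ovary and liver counts of esrrb (LOC106611051, identifier 106611051, chromosome 9 from 22198787 to 22262832, 12.0 ± 5.94 CPM) were at or below the floor, and its brain level was at least 45.3-fold above the liver. The annotation holds 4 genes with the product name of zic2a, 3 with that of zic5 and 4 with that of pou3f2a.

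**Figure D4:**
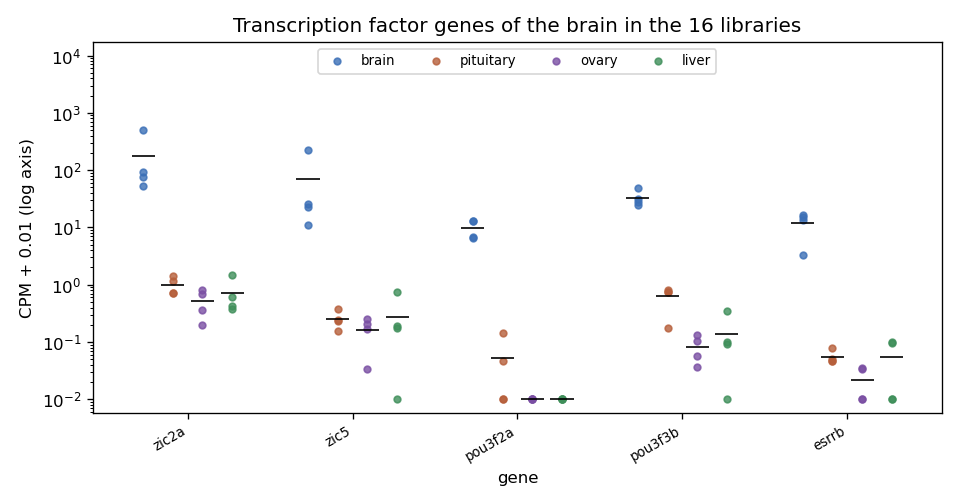
CPM of zic2a, zic5, pou3f2a, pou3f3b and esrrb in each of the 16 libraries (points) with the mean per tissue (black line), on a log axis after adding 0.01. The zic2a value of brain replicate 2 is 494 CPM and those of the other brain libraries lie between 53.7 and 91.1 CPM.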

The list of highly expressed TFs identified in the brain included *zic2a, zic5, pou3f2a, pou3f3b, esrrb* (Table 2).

**Figure 3:**
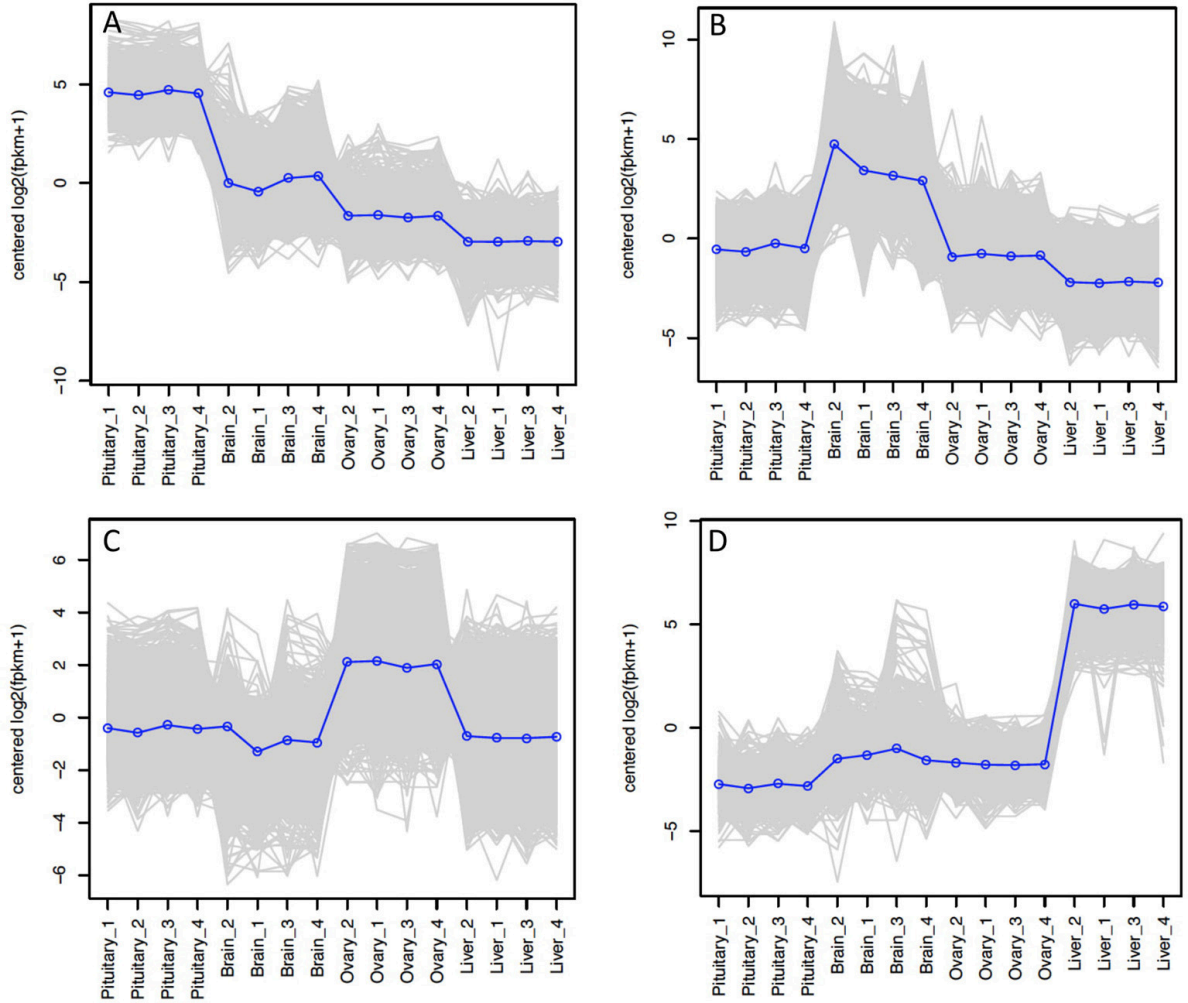
Tissue-specific clusters in Atlantic Salmon from Tasmania. Cluster of 508 genes was identified for pituitary gland **(A)**, 3395 for brain **(B)**, 2939 for ovary **(C)**, and 539 for liver **(D)**. The y-axis in each graph represents the mean-centered log2 (FPKM+1) value. Expression of single genes is plotted in gray, while the mean expression of the genes in each cluster is plotted in blue.

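On the deposited centered scale, the brain genes averaged 4.39 in the brain (SD 0.765, n = 4), with 5.45 in replicate 2 and 4.44, 3.78 and 3.88 in replicates 1, 3 and 4.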

**Table 1:** Gene Ontology (GO) categories enriched (corrected *P* ≤ 0.05) among tissue-specific gene clusters.

**Tissue**	**Category**	**GO term ID**	**GO term description**	**Gene count**	**Fold enrichment**
Brain	GO_CC	GO:0005576	Extracellular region	21	3.56
	GO_MF	GO:0005509	Calcium ion binding	17	2.86
Pituitary	GO_BP	GO:0051023	Regulation of immunoglobulin secretion	3	149.66
		GO:0050766	Positive regulation of phagocytosis	3	112.25
		GO:0032930	Positive regulation of superoxide anion generation	3	74.83
	GO_CC	GO:0005576	Extracellular region	11	7.18
	GO_MF	GO:0043565	Sequence-specific DNA binding	7	4.13
Ovary	GO_CC	GO:0005730	Nucleolus	9	5.39
		GO:0016021	Integral component of membrane	115	1.31
	GO_MF	GO:0016853	Isomerase activity	6	9.05
Liver	GO_BP	GO:0006869	Lipid transport	4	51.31
		GO:0042157	Lipoprotein metabolic process	4	44.9
	GO_CC	GO:0005576	Extracellular region	11	6.47
		GO:0005615	Extracellular space	6	7.03
	GO_MF	GO:0008289	Lipid binding	6	11.11

*Significant enrichment for biological process (GO_BP), cellular component (GO_CC) and molecular function (GO_MF) are indicated along with their term descriptors. The identity of the genes driving each enrichment are provided in the Supplementary material*.

**Figure 4:**
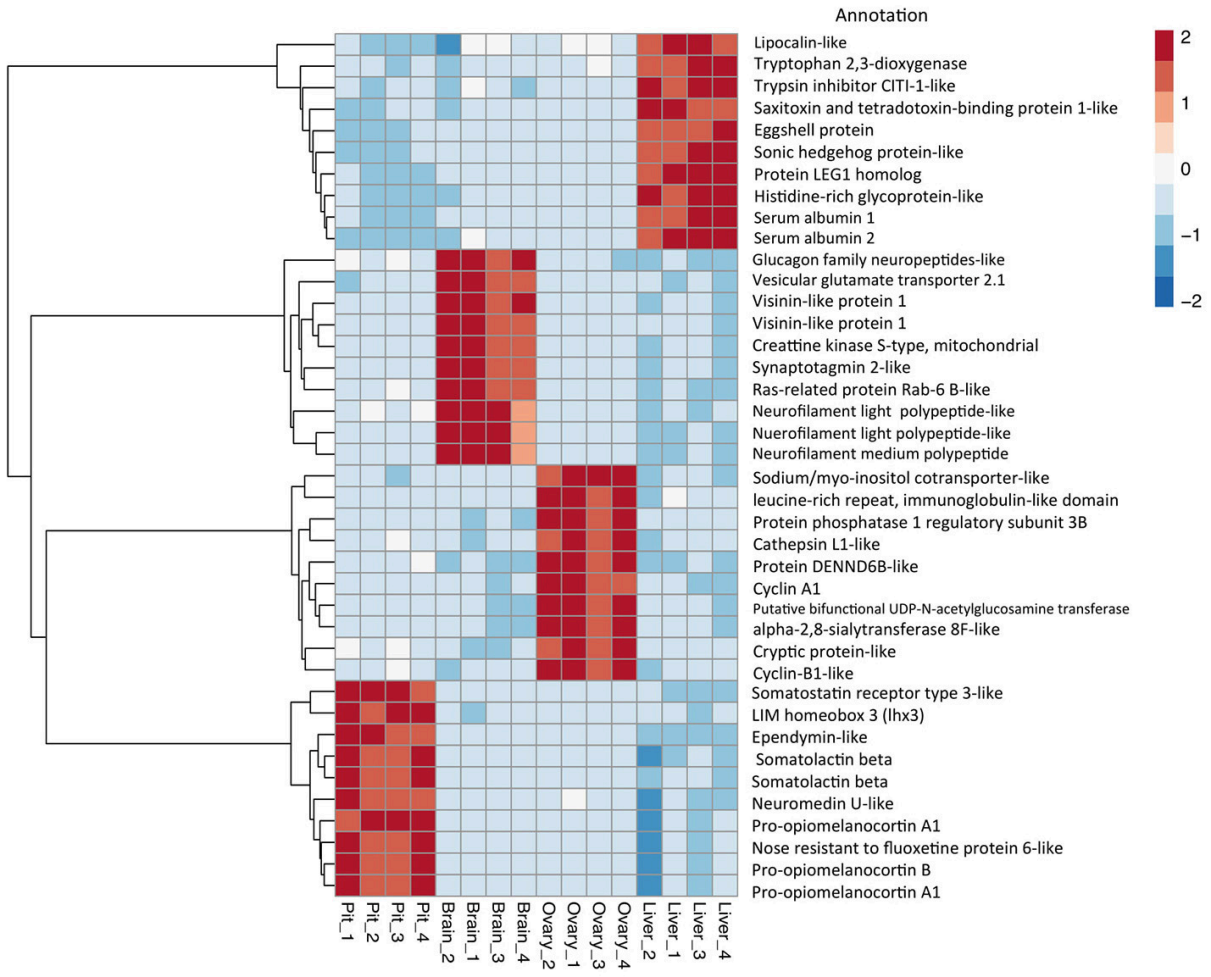
Top 10 differential expressed gene expression (DEGs). Heat map and dendrogram of the 10 most highly expressed genes in each tissue-specific cluster. The red-blue spectrum represents the scaled expression values.

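By the smallest log2 fold change against the other tissues, the top brain genes were a potassium voltage-gated channel gene (LOC106573075, identifier 106573075, at least 56.2-fold above the liver), somatostatin-1B-like (LOC106572313, identifier 106572313, at least 34.9-fold) and neurofilament medium polypeptide (nfm, identifier 100306872, against the ovary 9.01, standard error 0.75, adjusted p = 1.5e-08, edgeR). In the pituitary gland, an ependymin-like gene (LOC106563665, identifier 106563665, chromosome 11 from 80284922 to 80286822, 2502 ± 661 CPM) ranked above somatolactin beta and pro-opiomelanocortin B (against the ovary 10.08, standard error 0.42, adjusted p = 8.5e-12, edgeR). In the ovary, the top genes were 2 of 28 zona pellucida sperm-binding protein 3-like genes (LOC106584578, identifier 106584578, at least 130.0-fold above the liver, and LOC106570257, identifier 106570257, at least 10.1-fold) and a FRAS1-related gene (LOC106574085, identifier 106574085, at least 8.27-fold). In the liver, they were trypsin inhibitor ClTI-1-like (LOC106568325, identifier 106568325, 371 ± 25.6 CPM, log2 fold change 11.56), vitellogenin-like (LOC106613448, 11.56) and tryptophan 2,3-dioxygenase (tdo2, identifier 106604524, 11.50). The exons of the last overlap another gene by 73 bases. For the ovary genes and the potassium channel and somatostatin-1B-like genes, no count in another tissue exceeded 1. Their rank therefore rests on fitted fold changes, and the bounds do not place them above genes with measured fold changes.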

**Table 2:** Transcription factors highly expressed (top 10 ranked) in each tissue-specific gene clusters along with their expression.

**Salmon gene ID**	**ENSB ID**	**Gene symbol**	**Family**	**Description**	**Pituitary**	**Brain**	**Ovary**	**Liver**
gene29567:106568496	ENSGMOG00000003038	*znf532*	*zf-c2h2*	Zinc Finger Protein 532	7.076638	−1.81893	−1.75861	−3.4991
gene16311:106609474	ENSGMOG00000002268	*ascl1a*	*bhlh*	Achaete-scute homolog 1	6.812102	−1.07506	−2.32828	−3.40876
gene15527:106608660	ENSGMOG00000007895		*homeobox*	Homeodomain protein	6.511932	−1.66275	−1.85147	−2.99771
gene24096:106563263	ENSGMOG00000015270	*lhx3*	*homeobox*	LIM homeobox 3	6.489042	−2.28645	−0.13382	−4.06877
gene38047:106576936	ENSGMOG00000000185		*homeobox*	Homeodomain protein	6.357463	−1.26608	−0.20003	−4.89135
gene37389:106576285	ENSGMOG00000002268	*ascl1a*	*bhlh*	Achaete-scute homolog 1	6.204624	−0.17073	−2.43396	−3.59994
gene51125:106589580	ENSGMOG00000003972	*bhlha15*	*bhlh*	Basic Helix-Loop-Helix Family Member A15	6.181782	−1.24124	−2.72763	−2.21291
gene1631:106610965	ENSGMOG00000006624		*homeobox*	Homeodomain protein	6.168265	0.592351	−2.62659	−4.13403
gene32739:106571735	ENSGMOG00000009091	*zbtb49*	*zbtb*	zinc finger and BTB domain containing 49	6.054175	0.013972	−2.49383	−3.57431
gene598:106598867	ENSGMOG00000010826	*six1b*	*homeobox*	Homeobox protein six1b	5.780814	0.274847	−2.0676	−3.98806
gene14956:106608144	ENSGMOG00000009083	*myt1a*	*zf–c2hc*	Myelin Transcription Factor 1	−1.56162	6.430779	−2.08082	−2.78834
gene48129:106586884	ENSGMOG00000018584	*olig2*	*bhlh*	Oligodendrocyte Transcription Factor 2	−1.55954	6.344058	−1.78626	−2.99826
gene14733:106607949	ENSGMOG00000007407	*pou3f2a*	*pou*	POU class 3 homeobox 2a	−1.51858	6.216699	−2.34906	−2.34906
gene42796:106581638	ENSGMOG00000019585	*zic2a*	*zf-c2h2*	zic family member 2a	−1.31137	6.161513	−1.80161	−3.04854
gene47289:106586041	ENSGMOG00000019582	*zic5*	*zf-c2h2*	Zic Family Member 5	−1.51915	6.075141	−1.75899	−2.79699
gene34430:106573296	ENSGMOG00000004267	*rfx4*	*rfx*	Regulatory Factor X4	−1.38598	6.045839	−0.24805	−4.4118
gene35702:106574614	ENSGMOG00000015654	*pou3f3b*	*pou*	POU class 3 homeobox 3b	−0.36971	6.030068	−2.43394	−3.22642
gene17894:106611051	ENSGMOG00000015180	*esrrb*	*esr-like*	Steroid hormone receptor ERR2	−1.56374	5.9837	−2.20998	−2.20998
gene4377:106584047	ENSGMOG00000005989	*pou3f2b*	*pou*	POU class 3 homeobox 2b	−1.46208	5.928734	−2.10832	−2.35832
gene11670:106605033	ENSGMOG00000005989	*pou3f2b*	*pou*	POU class 3 homeobox 2b	−2.10764	5.926683	−1.4614	−2.35764
gene50315:106588731	ENSGMOG00000013263		*thap*	THAP domain containing	−1.75755	−1.61131	5.62642	−2.25755
gene31170:106569971	ENSGMOG00000001476	*kdm5ba*	*arid*	Lysine (K)–specific demethylase 5Ba	−1.22916	−1.91391	5.570603	−2.42752
gene45968:106584708	ENSGMOG00000002555	*arid3b*	*arid*	AT-Rich Interaction Domain 3B	0.31235	−2.44804	5.494693	−3.359
gene22766:106561922	ENSGMOG00000019253	*e2f8*	*e2f*	E2F Transcription Factor 8	−1.32298	−2.06559	5.406993	−2.01843
gene27650:106566562	ENSGMOG00000000127	*snai1b*	*zf-c2h2*	snail family zinc finger 1	0.220371	−2.85429	5.304473	−2.67055
gene14139:106607389	ENSGMOG00000000115	*si:dkey-208k4.2*	*zf-c2h2*		0.193994	−1.89031	5.266383	−3.57007
gene29784:106568797	ENSGMOG00000002773	*mkxa*	*homeobox*	Homeodomain protein	0.302587	−1.29649	5.174461	−4.18055
gene36444:106575359	ENSGMOG00000020149	*si:dkeyp-113d7.1*	*zf-c2h2*		−1.49236	−1.6386	5.019571	−1.8886
gene32174:106571028	ENSGMOG00000011046	*fos*	*tf_bzip*	Fos Proto-Oncogene, AP-1 Transcription Factor Subunit	0.419622	−1.94431	4.658686	−3.134
gene11227:106604581	ENSGMOG00000016612	*lbx1a*	*homeobox*	ladybird homeobox 1a	−0.64393	−1.29966	4.654205	−2.71062
gene20791:106613765	ENSGMOG00000011735	*creb3l3a*	*tf_bzip*	cAMP responsive element binding protein 3-like 3a	−4.39031	−1.12504	−1.92737	7.442716
gene48589:106587347	ENSGMOG00000002967		*rxr-like*	The retinoid X receptor	−3.43146	−2.16225	−1.56866	7.162369
gene22207:106561422	ENSGMOG00000003773	*nr1h4*	*thr-like*	Nuclear Receptor Subfamily 1 Group H Member 4	−3.21863	−2.26679	−1.51679	7.002213
gene6072:106599177	ENSGMOG00000002344	*si:ch1073-291l11.1*	*zbtb*		−2.5624	−2.08568	−2.3124	6.960481
gene22802:106561958	ENSGMOG00000007809	*znf408*	*zf-c2h2*	Zinc Finger Protein 408	−2.94014	−2.30503	−1.49948	6.744649
gene31376:106570251	ENSGMOG00000000984	*nr0b2a*		Nuclear receptor subfamily 0, group B, member 2a	−2.77805	−2.31892	−1.47895	6.57592
gene48566:106587325	ENSGMOG00000002967		*rxr-like*	The retinoid X receptor	−3.19692	−0.82396	−2.44692	6.467793
gene52087:106590549	ENSGMOG00000001972	*hnf4g*	*rxr-like*	Hepatocyte Nuclear Factor 4 Gamma	−2.72588	−1.74915	−1.82963	6.304663
gene33755:106572609	ENSGMOG00000011421	*hnf4a*	*rxr-like*	Hepatocyte Nuclear Factor 4 Alpha	−2.33726	−2.04478	−1.83726	6.219307
gene27953:106566843	ENSGMOG00000015966	*nr1h5*	*thr-like*	Nuclear receptor subfamily 1, group H, member 5	−4.12551	−0.64098	−1.3563	6.12279

*The red-blue spectrum represents the scaled mean expression values*.

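All 40 genes of Table 2 were specific to the tissue they are listed for, and each had its highest centered value there. From the counts, their mean-centered log2(FPKM + 1) in the own tissue ranged from 1.04 to 3.73 in the brain, from 2.86 to 5.47 in the pituitary gland, from 0.87 to 3.85 in the ovary and from 2.95 to 7.66 in the liver. For 39 of the 40 genes this value was below the one in Table 2, by a median of -2.56. On the scale of the deposited centered table, log2(raw count + 1) centered by gene, all 160 values of Table 2 were matched to within 4.97e-06.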

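Of the 115 ovary genes in Table S5, 12 were specific to the ovary in the fit. The mean CPM was highest in the ovary for 48 of them, in the liver for 59 and in the pituitary gland for 8, and the median of the smallest log2 fold change was -0.56. In raw counts the ovary was highest for 86, the liver for 16 and the pituitary gland for 13. Plain library totals, chosen after seeing the data, gave 34 specific genes of Table S5, and the exact test gave 6.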

Ovary-specific genes were enriched for two GO-CC terms *nucleolus* and *integral component of membrane* (Table S5) and one GO-MF term *isomerase activity* (Table 1). 

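None of 7 receptor, carrier and reductase genes was specific to the ovary. Follicle stimulating hormone receptor (fsh-r, chromosome 28 from 7914675 to 7922535) was at 7.60 ± 0.850 CPM in the ovary and 3.12 ± 0.713 CPM in the pituitary gland (1.28, standard error 0.53, adjusted p = 0.0357, edgeR), and at least 28.8-fold above the liver. Growth hormone receptor (LOC100136463, chromosome 11 from 63796872 to 63822761) had 12.7 ± 1.94 CPM in the ovary and 138 ± 5.24 CPM in the liver (-3.43, standard error 0.24, adjusted p = 1.6e-09, edgeR). The carriers s22ai (-3.78), s2540 (-1.28) and s41a2 (-0.73) and the reductase s5a2 (-2.37) were also lower in the ovary than in the liver. Solute carrier family 35 member A4 (slc35a4, chromosome 5 from 37007556 to 37013197, 84.3 ± 3.52 CPM) was higher than in the liver (1.76, standard error 0.11, adjusted p = 6.1e-10, edgeR), and its exons overlap another gene by 109 bases. With plain library totals its log2 fold change was 2.73, and those of s2540 and s41a2 changed sign, to 0.19 and 0.76.

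**Figure D5:**
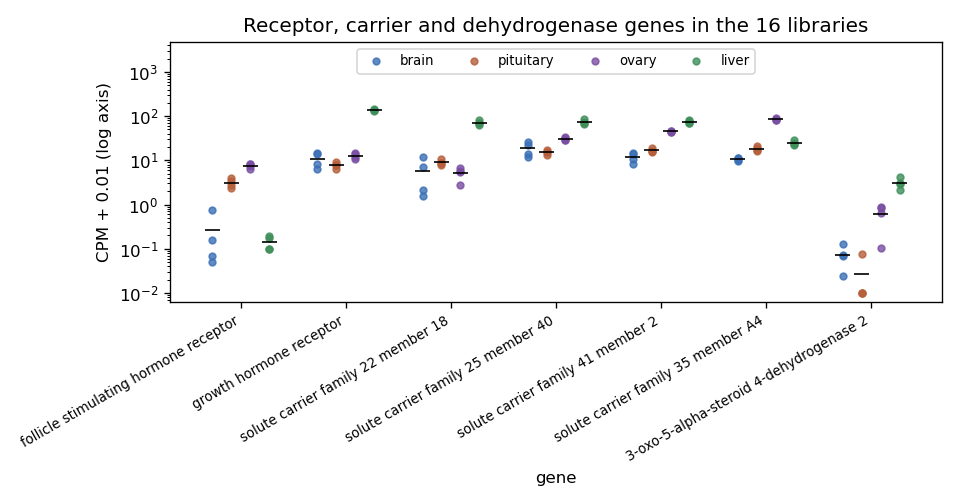
CPM of 7 genes from Table S5 in each of the 16 libraries (points) with the mean per tissue (black line), on a log axis after adding 0.01. Mean ovary levels run from 0.593 to 84.3 CPM.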

The drivers of enrichment included hormone receptors such as *follicle stimulating hormone receptor, growth hormone receptor, trans-membrane proteins* members of solute carrier family and *3-oxo-5-alpha-steroid 4-dehydrogenase*. 

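The 10 ovary genes of Table S2 were all specific to the ovary, with smallest log2 fold changes between 6.74 and 7.69 (median 6.91).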

The list of highly expressed genes in the ovary is shown in Figure 4 and Table S2. The list of highly expressed TFs identified in the ovary (Table 2) included *e2f8, fos, kdm5ba, arid3b*, two Homeodomain proteins (*lbx1a* and *mkxa*) and two zinc finger proteins (*snai1b* and *si:dkey-208k4.2*).

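The smallest log2 fold changes of these 8 genes were 3.52 for fos (LOC106571028, identifier 106571028, 48.8 ± 6.23 CPM, standard error 0.40, adjusted p = 6.1e-07, edgeR), 4.17 for mkxa (LOC106568797, identifier 106568797), 4.47 for si:dkey-208k4.2 (LOC106607389, identifier 106607389), 4.49 for snai1b (LOC106566562, identifier 106566562), 4.52 for arid3b (LOC106584708, identifier 106584708), 4.65 for lbx1a (LOC106604581, identifier 106604581), 5.47 for e2f8 (LOC106561922, identifier 106561922) and 6.21 for kdm5ba (LOC106569971, identifier 106569971, 50.3 ± 3.62 CPM, standard error 0.28, adjusted p = 2.0e-11, edgeR). The nearest tissue was the pituitary gland for all except e2f8, for which it was the liver. The annotation names the gene listed as kdm5ba transcription factor 19-like, and the one listed as si:dkey-208k4.2 P43 5S RNA-binding protein-like. All 8 were specific to the ovary in each of the 25 settings.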

The final tissue investigated was the liver, which had enriched GO terms in all three categories that included *lipid transport, lipoprotein metabolic process, extracellular region, extracellular space*, and *lipid binding* (Table 1; Table S6). 

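All 15 genes of Table S6 were specific to the liver, with smallest log2 fold changes between 5.22 and 11.20. The number was 14 or 15 across the 8 alternatives set beforehand and without each library in turn.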

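Apolipoprotein A-I genes (LOC100136573, identifier 100136573, chromosome 20 from 49149151 to 49151678, and apoa1, identifier 100196111, chromosome 9 from 104952167 to 104954442) were at 43619 ± 3454 CPM and 16042 ± 3090 CPM in the liver, with smallest log2 fold changes of 10.93 (standard error 0.64, adjusted p = 5.9e-10, edgeR) and 10.60 (standard error 0.64, adjusted p = 3.0e-10, edgeR). Apolipoprotein A-IV-like (LOC106605692, identifier 106605692, chromosome 5 from 67885958 to 67887776) had 1480 ± 279 CPM and 9.63 against the brain. The LS-12-like gene (LOC106605287, identifier 106605287, chromosome 5 from 55900886 to 55902613) had 8169 ± 757 CPM and 9.13 against the pituitary gland, and its exons overlap another gene by 90 bases. The annotation holds 5 genes named apolipoprotein A-I, so the counts of the pair are uncertain.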

The *lipid transport* term was the most highly over-represented (51-fold) based on genes coding for lipid transport-proteins (apolipoproteins). Other notable genes expressed primarily in the liver included coagulation factor, insulin-like growth factor-binding protein, peptide hormones, and genes with immune-related functions. 

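In the liver, coagulation factor IX (fa9, identifier 100380442, chromosome 20 from 41034208 to 41068111) was at 291 ± 33.5 CPM (against the ovary 10.74, standard error 0.39, adjusted p = 1.8e-12, edgeR). The insulin-like growth factor-binding protein gene (igfbp-2b1, identifier 100136551, chromosome 25 from 42443978 to 42457671) had 105 ± 21.9 CPM, at least 942-fold above the pituitary gland. Hepcidin-1 (LOC106584587, identifier 106584587, chromosome 2 from 27380812 to 27381767) had 215 ± 278 CPM (against the ovary 9.23, standard error 0.98, adjusted p = 3.1e-07, edgeR), C-reactive protein (crp, identifier 100195639, chromosome 19 from 57275409 to 57297491) 1073.1 ± 154 CPM (against the pituitary gland 8.21, standard error 0.22, adjusted p = 5.0e-13, edgeR) and pentraxin (LOC100136583, identifier 100136583, chromosome 1 from 53389000 to 53391897) 1283 ± 249 CPM (against the ovary 11.07, standard error 0.43, adjusted p = 3.6e-12, edgeR).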

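Serum albumin 1 (alb1, identifier 100136575, chromosome 1 from 101401500 to 101416191) and serum albumin 2 (LOC100136922, identifier 100136922, chromosome 18 from 33372568 to 33390421) were at 48037 ± 5077 CPM and 22215 ± 4110 CPM in the liver, with log2 fold changes against the ovary of 11.20 (standard error 0.71, adjusted p = 5.3e-10, edgeR) and 11.08 (standard error 0.72, adjusted p = 7.7e-10, edgeR). The egg protein gene on chromosome 10 from 88816246 to 88820094 (LOC100136930, identifier 100136930) had 854 ± 169 CPM (11.04, standard error 0.51, adjusted p = 1.8e-11 against the ovary, edgeR). The toxin-binding gene on chromosome 9 from 62885607 to 62887499 (LOC106611802, identifier 106611802) had 5290 ± 455 CPM (11.02, standard error 0.76, adjusted p = 1.5e-09 against the ovary, edgeR).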

The list of highly expressed genes in the liver (Figure 4; Table S2) included *serum albumins* (gene ID = gene1886:100136575, gene38403:100136922), *eggshell protein* (gene ID = gene22108:100136930), and *saxitoxin and tetrodotoxin-binding protein 1-like* (gene ID = gene18707:106611802). 

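Cyclic AMP-responsive element-binding creb3l3a (LOC106613765, identifier 106613765, chromosome 10 from 19861892 to 19869452) was at 541 ± 26.4 CPM in the liver (against the brain 9.51, standard error 0.69, adjusted p = 5.4e-09, edgeR). The receptors nr1h4 (LOC106561422, identifier 106561422, 196 ± 23.2 CPM) and nr0b2a (LOC106570251, identifier 106570251, 175 ± 23.0 CPM) had 10.54 and 9.97 against the ovary, and nr1h5 (LOC106566843, identifier 106566843, 141 ± 11.7 CPM) 7.17 against the brain. The hnf4g gene (LOC106590549, identifier 106590549, 46.0 ± 2.00 CPM) had 10.15 against the brain and was at least 413-fold above the pituitary gland, and hnf4a (LOC106572609, identifier 106572609, 57.7 ± 18.1 CPM) at least 518-fold. Of these genes, nr1h5 passed in 24 of 25 settings and the others in all 25. The brain level of nr1h5 came mainly from brain replicate 2, at 3.00 CPM against at most 0.152 CPM in replicates 1, 3 and 4.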

The list of highly expressed TFs identified in the liver (Table 2) included *creb3l3a*, nuclear receptors (*nr1h4, nr0b2a, nr1h5*), and hepatocyte nuclear factors (*hnf4g, hnf4a*).

## Discussion

Identifying the genes expressed in cells of a given tissue represents important baseline information essential for understanding tissue function and physiology more broadly. This study cataloged the collection of expressed genes in four salmon tissues, and documented significant changes that characterized tissues from each other. We identified the most abundant transcripts and the collection of genes and transcription factors (TFs) exhibiting tissue specific expression, and our findings were in broad agreement with expectation about the specific role of each organ. It is worthwhile noting that tissue specificity was considered only within the context of the tissues tested, and that examination of a more diverse collection of tissues may alter these findings. Nonetheless, the profile of each transcriptome captured GO enrichment terms consistent with expectation, and provided confidence that the dataset is of both high quality and useful for subsequent analysis. For example the enrichment of the GO terms *regulation of immunoglobulin secretion* and *extracellular region* derived from the presence of genes coding for pituitary hormones. Similarly in the ovary the enrichment of the GO term *integral component of membrane* derived from the presence of many hormone receptors such as follicle stimulating hormone receptor and growth hormone receptor which aligns with functions of the ovary. The identified signals with high expression reflect the physiological function of each tissue. For example, the high expression of the pituitary hormone *somatolactin beta* and *pro-opiomelanocortin* (*pomc*) was observed in the pituitary gland. Similarly the *pomc* gene is expressed in both the anterior and intermediate lobes of the pituitary gland. The same is true for other tissues as expression of genes encoding neuropeptides in the brain and genes encoding liver proteins such as albumin and eggshell proteins in the liver.

The dataset adds to the increasing volume of RNA-Seq information being made available by the research community. The majority of existing Atlantic salmon RNA-Seq datasets have been generated to address specific biological questions, including host response to disease challenge (Dettleff et al., 2017; Valenzuela-Muñoz et al., 2017; Rozas-Serri et al., 2018), developmental progression (Wang et al., 2014) or nutritional requirements (Jin et al., 2018). The consequence is a paucity of transcriptomic profiling of animals not subject to an experimental regime designed to elicit specific responses or that characterize a biological extreme. The survey sequencing performed here can therefore be considered baseline data, making it applicable to general studies seeking to understand normal state expression levels across tissues. Importantly, when co-analyzed with the other datatypes identifying gene regulatory elements inside FAASG, we anticipate utility for at least three experimental applications. Firstly, for interpretation of GWAS to prioritize candidate genes on the basis of their tissue specific expression in relation to the biology of the trait under investigation. Secondly, it will assist assigning putative function to salmonid specific genes without annotation using the “guilt by association” principal. Specifically, the function of uncharacterized genes can be deduced from their tissue specific co-expression with genes of known function. Finally, we anticipate the data to contribute to characterization of transcriptomic complexity that includes expression of transcript isoforms and temporal variation in expression that can only be addressed by extensive tissue sampling across multiple life history time points.

## Author contributions

AM, HK, JK, and BE conceived the study and contributed to the experimental design. HK and BE performed animal management and AM and JK contributed to sample acquisition. AM generated and analyzed the RNA-Seq data. TR contributed to the analysis. AM and JK drafted the manuscript which all authors contributed to.

### Conflict of interest statement

BE was employed by company Tassal. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Multi-Tissue Transcriptome Profiling of North American Derived Atlantic Salmon
**Source:** Front Genet. 2018 Sep 13;9:369. doi: 10.3389/fgene.2018.00369
**Supplement:** Supplementary file 1

**Supporting Information**

**Multi-tissue transcriptome profiling of North American derived Atlantic salmon**

Amin Mohamed1,4, Harry King2, Brad Evans3, Antonio Reverter1 and James Kijas1*

2CSIRO Agriculture, CSIRO, Hobart, Tasmania, Australia

Figure S1 A multidimensional scaling (MDS) plot produced by the plotMDS function in edgeR showing relationship among all replicates of pituitary gland (P_1:4), brain (B_1:4), ovary (O_1:4) and liver (L_1:4) samples. The distances shown are the biological coefficient of variation (BCV) between samples for the 500 genes that best distinguish the samples.

Figure S2 Level of agreement among the biological replicates of the four salmon tissues. The heat map shows the hierarchically clustered Spearman correlations resulting from comparing normalized expression for all samples against one another. Sample clustering indicates the consistency between the biological replicates of each of the four tissues.

Table S1. Illumina sequencing statistics. Data yield, number of obtained raw paired-end reads, number of mapped fragments for each RNA-Seq library.

| **Tissue** | **RNA-Seq library** | **Description** | **Data Yield (Gb)** | **Paired-end reads (M)** | **Mapped Reads (M)** |
| --- | --- | --- | --- | --- | --- |
| **Ovary** | Ovary_1 | Ovary Library biol. Rep. 1 | 12.53 | 41 | 31 |
| Ovary_2 | Ovary Library biol. Rep. 2 | 11.99 | 39 | 30 |
| Ovary_3 | Ovary Library biol. Rep. 3 | 10.8 | 35 | 25 |
| Ovary_4 | Ovary Library biol. Rep. 4 | 11.68 | 38 | 28 |
| **Pituitary** | Pituitary_1 | Pituitary Library biol. Rep. 1 | 11.77 | 38 | 30 |
| Pituitary_2 | Pituitary Library biol. Rep. 2 | 10.64 | 35 | 25 |
| Pituitary_3 | Pituitary Library biol. Rep. 3 | 11.79 | 39 | 28 |
| Pituitary_4 | Pituitary Library biol. Rep. 4 | 11.18 | 37 | 26 |
| **Brain** | Brain_1 | Brain Library biol. Rep. 1 | 10.17 | 33 | 23 |
| Brain_2 | Brain Library biol. Rep. 2 | 23.96 | 79 | 50 |
| Brain_3 | Brain Library biol. Rep. 3 | 11.6 | 38 | 26 |
| Brain_4 | Brain Library biol. Rep. 4 | 10.96 | 36 | 25 |
| **Liver** | Liver_1 | Liver Library biol. Rep. 1 | 12.05 | 39 | 21 |
| Liver_2 | Liver Library biol. Rep. 2 | 11.2 | 37 | 25 |
| Liver_3 | Liver Library biol. Rep. 3 | 10.51 | 34 | 24 |
| Liver_4 | Liver Library biol. Rep. 4 | 10.3 | 34 | 24 |
| **Mean** |  |  | 12.1 | 40 | 28 |

Table S2. Top 10 highly expressed gene lists and their putative functions in each tissue

| **Gene ID** | **Annotation** | **Function** |
| --- | --- | --- |
| **Brain cluster** | | |
| **gene43872:106582708** | *Synaptotagmin 2-like* | Synaptic vesicle-associated membrane protein |
| **gene48716:106587477** | *Vesicular glutamate transporter 2.1* | Transmission of Gonadotophin-Releasing Hormone |
| **gene2585:106566461** | *Nuerofilament light polypeptide-like* | Maintenance of neuronal caliber |
| **gene945:106603349** | *Visinin-like protein 1* | Neuronal calcium sensor protein |
| **gene29879:106568768** | *Ras-related protein Rab-6 B-like* | Retrograde transport in neuronal cells |
| **gene24010:100306872** | *Neurofilament medium polypeptide* | Maintenance of neuronal caliber |
| **gene24009:106563330** | *Neurofilament light polypeptide-like* | Maintenance of neuronal caliber |
| **gene45936:106584654** | *Creattine kinase S-type, mitochondrial* | Maintenance of energy homeostasis |
| **gene39762:106578701** | *Glucagon family neuropeptides-like* | Neuropeptide in the brain |
| **gene18285:100196798** | *Visinin-like protein 1* | Neuronal calcium sensor protein |
| ***Pituitary cluster*** | | |
| **gene24503:106563665** | *Ependymin-like* | Calcium ion binding |
| **gene14850:100169856** | *Pro-opiomelanocortin B* | Hormone activity |
| **gene10336:100196589** | *Somatolactin beta* | Hormone activity |
| **gene42357:100136491** | *Somatolactin beta* | Hormone activity |
| **gene43413:106582253** | *Neuromedin U-like* | Signal peptide |
| **gene18355:100510783** | *Pro-opiomelanocortin A1* | Hormone activity |
| **gene139:100510784** | *Pro-opiomelanocortin A1* | Hormone activity |
| **gene29566:106568494** | *Nose resistant to fluoxetine protein 6-like* | Transport |
| **gene6704:106600448**  **gene2482:100192333** | *Somatostatin receptor type 3-like*  *LIM homeobox 3 (lhx3)* | G-protein coupled receptor activity  Sequence-specific DNA binding |
| ***Liver cluster*** | | |
|  |  |  |
| **gene11192:106604524** | *Tryptophan 2,3-dioxygenase* | Catabolism of tryptophan |
| **gene31979:106570873** | *Sonic hedgehog protein-like* | Development |
| **gene21398:106560589** | *Histidine-rich glycoprotein-like* | Liver-derived plasma glycoprotein |
| **gene52069:106590538** | *Lipocalin-like* | Transporter activity |
| **gene1886:100136575** | *Serum albumin 1* | Plasma protein |
| **gene29410:106568325** | *Trypsin inhibitor CITI-1-like* | Enzyme inhibtion |
| **gene14548:106607754** | *Protein LEG1 homolog* | Liver development |
| **gene18707:106611802** | *Saxitoxin and tetradotoxin-binding protein 1-like* | Toxin accumulation and/or excretion |
| **gene22108:100136930** | *Eggshell protein* | Vitellogenesis |
| **gene38403:100136922** | *Serum albumin 2* | Plasma protein |
| ***Ovary cluster*** | | |
| **gene29458:106568419** | *Cryptic protein-like* | Signal peptide |
| **gene29309:106568163** | *Protein phosphatase 1 regulatory subunit 3B* | Glycogen metabolism |
| **gene16056:106609093** | *Protein DENND6B-like* | Rab-mediated trafficking pathways |
| **gene22941:106562137** | *Cyclin-B1-like* | Cell division |
| **gene36634:106575547** | *Sodium/myo-inositol cotransporter-like* | Transporter activity |
| **gene24560:106563668** | *Putative bifunctional UDP-N-acetylglucosamine transferase and deubiquitinase ALG13* | Transferase activity |
| **gene24707:106563854** | *Cyclin A1* | Control of meiosis |
| **gene2120:106561951** | *Cathepsin L1-like* | Cysteine proteinase activity |
| **gene49943:106588276** | *alpha-2,8-sialytransferase 8F-like* | Glycodyltransferase activity |
| **gene51482:106589930** | *leucine-rich repeat, immunoglobulin-like domain and transmembrane domain-containing protein 2* | Transmembrane protein |

Table S3. Annotations of the genes of the GO-BP *regulation of immunoglobulin secretion* and GO-CC extracellular region enriched among pituitary gland-specific genes

| ID | ***GO-BP regulation of immunoglobulin secretion******genes*** |
| --- | --- |
| 100136588 | *growth hormone pre-peptide* |
| 100136580 | *prolactin* |
| 106607462 | *somatotropin-2* |
| *ID* | **GO-CC *extracellular region*** **genes** |
| 100286517 | *glycoprotein hormones alpha chain 1(glha1)* |
| 100380386 | *gonadotropin subunit beta-2(gthb2)* |
| 100380514 | *corticotropin releasing hormone binding protein (crhbp)* |
| 100136440 | *pituitary alpha-2 glycoprotein hormone subunit precursor (glha2)* |
| 100510783 | *pro-opiomelanocortin A1(LOC100510783)* |
| 100510784 | *pro-opiomelanocortin A2(LOC100510784)* |
| 100136580 | *Prolactin (LOC100136580)* |
| 100169856 | *proopiomelanocortin B (LOC100169856)* |
| 100196589 | *somatolactin beta (LOC100196589)* |
| 100136491 | *somatolactin (LOC100136491)* |
| 100136355 | *thyroid stimulating hormone, beta subunit (tshb)* |

Table S4. Annotations of the genes of GO-CC *extracellular region* and GO-MF *ion binding* enriched among brain-specific genes

| IDs | ***GO-CC extracellular region genes*** |
| --- | --- |
| 100196096 | *C-C motif chemokine 8 (ccl8)* |
| 100196313 | *C-type natriuretic peptide 1 (anfc1)* |
| 100306726 | *C-type natriuretic peptide 3 (anfc3)* |
| 100194948 | *CEF-10 (cef10)* |
| 100194898 | *glucagon family neuropeptides (paca)* |
| 100196250 | *metalloproteinase inhibitor 2 (timp2)* |
| 100196110 | *progonadoliberin-2 (gon2)* |
| 100195758 | *stromal cell-derived factor 1 (sdf1)* |
| 106587496 | *calcitonin-1-like (LOC106587496)* |
| 100286641 | *calcitonin/calcitonin-related polypeptide, alpha (calca)* |
| 100194429 | *cholecystokinin-L (cck-l)* |
| 100194430 | *cholecystokinin-N (cck-n)* |
| 106605490 | *cholecystokinin-like (LOC106605490)* |
| 106579547 | *corticoliberin-1-like (LOC106579547)* |
| 100195676 | *fibroblast growth factor 3 (fgf3)* |
| 100136397 | *myostatin 1a (gdf-8)* |
| 100136531 | *myostatin 1b (gdf-8)* |
| 100286784 | *neuropeptide Y (npy)* |
| 100194431 | *peptide YY (pyy)* |
| 100196814 | *proenkephalin (penk)* |
| 100196143 | *thyrotropin-releasing hormone (trh)* |
| IDs | *GO-MF ion binding genes* |
| 100194596 | *aspartyl beta-hydroxylase-like (LOC100194596)* |
| 100286515 | *EF-hand domain family, member D1 (efhd1)* |
| 100196805 | *myosin regulatory light chain 2b, cardiac muscle isoform (mlrb)* |
| 100195117 | *nel protein (nel)* |
| 100380479 | *parvalbumin alpha (prva)* |
| 100196669 | *s100 calcium binding protein v2-like (loc100196669)* |
| 100286437 | *s100 calcium binding protein, beta (neural)(s100b)* |
| 100196798 | *visinin-like protein 1 (visl1)* |
| 106611171 | *calmodulin 1 (calm1)* |
| 106603160 | *calmodulin (loc106603160)* |
| 106612378 | *calmodulin (loc106612378)* |
| 106560817 | *calretinin-like (loc106560817)* |
| 106573754 | *calretinin-like (loc106573754)* |
| 106574292 | *protein s100-b-like (loc106574292)* |
| 100380447 | *sarcoglycan, epsilon (sgce)* |
| 106571909 | *troponin c, slow skeletal and cardiac muscles (loc106571909)* |
| 106603349 | *visinin-like protein 1 (loc106603349)* |

Table S5. Annotations of the genes of the GO-CC *integral* *component of membrane* enriched among ovary-specific genes

Table S6. Annotations of the genes of the GO-BP *lipid transport,* GO-CC *extracellular region* andGO-MF *lipid binding* enriched among liver-specific genes

| ID | ***GO-BP lipid transport genes*** |
| --- | --- |
| 100136573 | *apolipoprotein A-I(LOC100136573)* |
| 100196111 | *apolipoprotein A-I(apoa1)* |
| 106605692 | *apolipoprotein A-IV-like(LOC106605692)* |
| 106605287 | *type-4 ice-structuring protein LS-12-like(LOC106605287)* |
| ID | **GO-CC *extracellular region* genes** |
| 100380442 | *coagulation factor IX(fa9)* |
| 100136551 | *IGF binding protein 3(igfbp-2b1)* |
| 100196111 | *apolipoprotein A-I(apoa1)* |
| 106605692 | *apolipoprotein A-IV-like(LOC106605692)* |
| 100195639 | *c-reactive protein, pentraxin-related(crp)* |
| 106584587 | *hepcidin-1(LOC106584587)* |
| 106590538 | *lipocalin-like(LOC106590538)* |
| 100136583 | *pentraxin(LOC100136583)* |
| 106561522 | *protein AMBP-like(LOC106561522)* |
| 100195744 | *retinol binding protein 4(rbp4)* |
| 100136400 | *secreted phosphoprotein 2(spp2)* |
| 106605287 | *type-4 ice-structuring protein LS-12-like(LOC106605287)* |
| ID | **GO-MF *lipid binding* genes** |
| 100136573 | *apolipoprotein A-I(LOC100136573)* |
| 100196111 | *apolipoprotein A-I(apoa1)* |
| 106605692 | *apolipoprotein A-IV-like(LOC106605692)* |
| 100136575 | *serum albumin 1(alb1)* |
| 100136922 | *serum albumin 2(LOC100136922)* |
| 106605287 | *type-4 ice-structuring protein LS-12-like(LOC106605287)* |

How the deposited data were processed for this re-analysis (not part of the article)

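The data are 16 RNA-Seq libraries from mid-brain, pituitary gland, ovary and liver, with 4 replicates per tissue. Per the paper's methods, the authors filtered and mapped the reads with TopHat2 2.1.1 and SAMtools 1.4 and made the deposited counts with HTSeq 0.7.2 from uniquely mapped reads on exons, as raw counts without normalization. The centered log2 table was deposited by the authors for 26247 genes. Its values were tested on the counts and equal log2(count + 1) minus the mean of the gene over the 16 libraries, although the methods describe log2(FPKM + 1), and neither depth nor gene length enters them. The count table holds 81574 genes, and 34077 of them have no count in any library. No summary lines of the counting program are among them.

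Library sizes are the sums of the counts over genes, from 20.6 M to 51.9 M. A gene with a count of 3 was taken to be at the floor. Counts were scaled to CPM with the TMM factors of edgeR 4.0.16, genes with low counts were removed with filterByExpr, and 1 negative binomial model with a mean for each tissue was fitted to all libraries. Dispersions came from estimateDisp and the fit from glmQLFit, and glmQLFTest compared the 6 pairs of tissues. The p-values were adjusted within each pair by the Benjamini-Hochberg method. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. As in the paper, a gene was called at an adjusted p of at most 0.001 and a log2 fold change of at least 2. It was called tissue-specific when it passed in the same direction against the other 3 tissues. The paper does not name the test used in edgeR, the limit for an expressed gene or the way the cluster borders were drawn, so these are choices of the present processing.

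A gene counted as expressed in a tissue with a CPM of at least 1 in at least 2 libraries. Distances for the scaling came from plotMDS of limma 3.58.1 with a prior count of 2. Correlations were Spearman's on log2(CPM + 1), and clustering used average linkage on 1 minus the correlation. FPKM used the merged exon length from the deposited annotation. The other versions were R 4.3.3, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

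The rule for the genes named with values takes, first, genes that the Results text of the paper names and that can be found by identifier in Table 2 or in Tables S2 to S6, and second, for each tissue the 3 genes with the largest value of the smallest log2 fold change against the other tissues, among tissue-specific genes whose libraries all exceed those of the other tissues. Not every gene under the rule is given with values here. Other genes of those tables are given as counts and ranges.

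The alternatives were DESeq2 size factors, no filter, a filter on CPM, the DESeq2 Wald test, the exact test and the quasi-likelihood fit on each pair of tissues, the replicate number as a block, brain replicate 2 thinned to the mean total of the other brain libraries, other limits for an expressed gene, other values and genes for the correlations and distances, and leaving out each library in turn. These and the main settings were chosen before the data were examined. Plain library totals, and the removal of counts below 0.3% of the highest tissue sum, were added after seeing the data. The fit was tested on simulated data with 36348 genes, of which 200 were changed. Of 100 genes made higher in the brain, 82 were called brain-specific, with 0 false calls. With no simulated difference, 0 genes were called. In the real data far more genes differed, with 26349 called in any pair of tissues. A simulation with so few changed genes cannot test the correction for composition. Its 0 false calls are also not taken as evidence on the larger spread between the brain libraries.

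Marker lists were drawn up by product name before they were tested, after some of their genes had been seen in the data, for pituitary hormones, liver plasma proteins, egg coat proteins, cerebellum, telencephalon, hypothalamus, meninges, myelin, blood and the acute phase. Gene ontology enrichment and the assignment of transcription factors by sequence similarity were not analysed here.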

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

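Every test in this part was chosen after the result it concerns had been seen, and those for the calmodulin gene, for hepcidin-1 and for library size at the zic genes were replaced once earlier versions had given their values. Each group of 4 replicate values was tested for 1 value far from the rest with Dixon's ratio, where chance alone puts about 1 in 20 groups above the critical value. Of 92 groups, 10 were above it, against 4.6 by chance. In each tissue the most abundant gene that the paper does not name is also given.

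The total of brain replicate 2 stood apart from the other brain libraries (ratio 0.859), and so did zic2a (0.915; 53.7, 494, 91.1 and 76.4 CPM in replicates 1 to 4), zic5 (0.928; 11.0, 222, 26.1 and 22.4 CPM) and proenkephalin (0.891; 44.2, 141, 52.4 and 54.7 CPM). CPM already divides by library size. An error in that scaling would move all genes of the library alike, but the cerebellum and hypothalamus lists lay 2.83 apart on the log2 scale in brain replicate 2. A candidate explanation is more cerebellum in the brain replicate 2 sample. The cerebellum list without zic genes, 17 genes, had a median log2 deviation of 1.64 in brain replicate 2, against -0.27, -0.72 and -0.05 in replicates 1, 3 and 4. Proenkephalin is not on that list, so for this gene the link rests on the library alone. A biological difference between the animals was not tested.

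Neurofilament medium polypeptide was low in brain replicate 4 (ratio 0.846; 1792, 1837, 1570 and 106 CPM). Fewer large axons in the brain replicate 4 sample is a candidate explanation, since 10 of the 12 other neurofilament genes were lowest there, with a median log2 deviation of -2.27. A few genes taking most of the counts would lower every list in that library, but the hypothalamus list was at 1.73 in it.

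The calmodulin gene LOC106603160 was low in brain replicate 3 (ratio 0.880; 216, 224, 113.5 and 230 CPM). If reads shared between calmodulin genes had moved from it to another, that gene would be higher there, but 0 of the 8 other calmodulin genes was above the mean of the other brain libraries. Reads that map to several near-identical genes are not counted, so they would be lost and not moved. The test therefore cannot exclude a loss of shared reads. This test was restated after its values were seen, from the highest library to the mean of the others. No biological explanation was tested.

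In pituitary gland replicate 3, somatotropin-2 was high (ratio 0.896; 10112, 9794, 15252 and 9518 CPM) and pro-opiomelanocortin A1 low (0.831; 161127, 149817, 94289 and 154098 CPM). Library size is argued against, as the total was 1.05 times the mean of the others. If a few genes took the counts, all other hormones would move together, but somatolactin was at 0.619 times the mean of the others while thyroid stimulating hormone beta subunit was at 3.27 and prolactin at 2.25. Fewer pro-opiomelanocortin cells in the sample cannot be told apart from other changes: pro-opiomelanocortin A2 was at 0.931, A1 at 0.608 and B at 0.796 times the mean of the others.

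Hepcidin-1 was high in liver replicate 2 (ratio 0.887; 118, 629, 52.7 and 59.2 CPM), 8.21-fold above the mean of the other liver libraries. A wider acute-phase response in the liver replicate 2 fish cannot be told apart from a change of hepcidin-1 alone. Of the 18 other acute-phase genes, 6 were highest in that library, where chance gives about 1 in 4. The highest ratio to the mean of the others was 1.98. Their median log2 deviation was 0.0895 there, below the 0.180 of liver replicate 3. C-reactive protein and pentraxin, which are not among the 18, were also highest in liver replicate 2, at 1214 and 1525 CPM. In liver replicate 3 they were at 1199 and 1438 CPM. Reads from other tissues are excluded by level, with at most 0.855 CPM of hepcidin-1 in a library of another tissue.

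Vitellogenin-like was high in liver replicate 4 (ratio 0.851; 111, 213, 267 and 1160 CPM). The liver totals differ by 1.12-fold at most, so library size leaves it unexplained. If its reads came from the vitellogenin gene, its count per vitellogenin count would be constant, but the highest was 3.58 times the lowest (0.604%, 0.911%, 0.884% and 2.16% in replicates 1 to 4). Vitellogenin itself was also highest in liver replicate 4 (18441, 23328, 30200 and 53596 CPM in replicates 1 to 4). So was eggshell protein, at 1101 CPM against at most 819 CPM. Zona pellucida sperm-binding protein 3 (7434 CPM) and a protein 4-like gene (13461 CPM) were not highest there. The state of the individual fish stays open and was not tested.

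Ependymin-1 (epd1) took 6.72% of the brain counts on average, from 0.164% and 0.0356% in replicates 1 and 2 to 14.96% and 11.7% in replicates 3 and 4. In the pituitary gland, pcsk2 took 0.809%, in the ovary the serine-rich gene LOC106570242 took 0.192%, and in the liver the uncharacterized LOC106605687 took 2.54%. Reads from other tissues are argued against for each, since the highest CPM in a library of another tissue was 1.38%, 1.98%, 0.943% and 0.103% of the mean in the own tissue. The genes were picked after their values were seen.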

How the results depend on the processing

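The tests of chance below were chosen after the results were seen. Of 100 splits of the 16 libraries into 4 groups of 4, the real one included, 1 gave as many genes called in at least 1 pair, in each of the 6 pairs and specific to each of the 4 tissues. The other 99 gave 0 genes. These splits put different tissues into 1 group, which widens the spread within groups, so the comparison says nothing about the size of the counts.

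Plain library totals shifted the median log2 fold change of all genes by 0.45 between brain and pituitary gland, -0.08 between brain and ovary, 1.40 between brain and liver, -0.53 between pituitary gland and ovary, 0.95 between pituitary gland and liver and 1.48 between ovary and liver. DESeq2 size factors shifted it by 0.21 between brain and ovary, 0.15 between pituitary gland and ovary and -0.19 between ovary and liver. Plain totals, chosen after seeing the data, raised the share higher in the first tissue from 68.6% to 80.1% between brain and pituitary gland, from 67.2% to 87.7% between brain and liver, from 61.4% to 79.1% between pituitary gland and liver and from 54.6% to 81.2% between ovary and liver, and lowered it from 54.1% to 41.3% between pituitary gland and ovary. Liver-specific genes fell from 2149 to 1268, all among the 2149, and Table S5 genes specific to the ovary rose from 12 to 34. Solute carrier family 25 member 40 and family 41 member 2 reversed, to 0.19 and 0.76.

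Fitting each pair of tissues alone lowered the genes called between brain and pituitary gland from 5800 to 3864 and those of Table S5 from 12 to 6, and the exact test also gave 6. Brain-specific genes fell from 2264 to 1518. The main fit gives each gene 1 spread for all tissues. The median SD between replicates was 0.35 in the brain and 0.15 to 0.21 elsewhere (log2 CPM). P-values and standard errors of the main fit may therefore understate the spread in the brain. Fits per pair also use fewer libraries, so the drop has no single reading. The calls of the 87 named genes with a value kept their direction and side of the thresholds in 2151 of 2173 comparisons. The exceptions that lost a call were six1b (per-pair fit and without each pituitary gland library in turn, 4.35 without replicate 3), zbtb49 (per-pair fit and without pituitary gland replicates 1 and 4, 4.52 and 4.80), ventral anterior homeobox 1 (per-pair fit, 6.19), nr1h5 (DESeq2 Wald test, 7.27), the second zona pellucida gene (block and without ovary replicates 3 and 4) and the FRAS1-related gene (block).

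With the replicate number as a block, 5295 genes were called between brain and pituitary gland and 1990, 775, 4044 and 2143 were specific to brain, pituitary gland, ovary and liver, with 23 of Table S4 (25 without the block) and 14 of Table S6 (15). Deviations of libraries with the same number correlated from -0.0446 to 0.166 over 24 pairs (mean 0.0638, against -0.0202 for other numbers). Of these, 22 were above 0 and 3 over 0.1, and their sum was the largest of 13824 numberings (exact permutation p = 7.2e-05, the smallest possible). The deviations are therefore small but shared. The paper's 4 animals each may carry 1 number, which neither the paper nor the labels state, and the fit without the block was kept as the main one because it had been set first. The p-values and standard errors of the main fit therefore ignore that the tissues share fish.

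The number of expressed genes depends on the limit. With at least 1 count in at least 1 library, 1510 genes were in the brain only (2464 in the main count), 260 in the pituitary gland only (845), 760 in the ovary only (1749), 206 in the liver only (1394), 984 in brain and pituitary gland (2567), 1148 in brain and ovary (627), 2690 in brain, pituitary gland and ovary (1745) and 37580 in all tissues (18982). With a CPM of at least 1 in all 4 libraries, 1543 were in the brain only and 398 in brain and ovary. Removing counts below 0.3% of the highest tissue sum, chosen after seeing the data, gave 2239 in brain, pituitary gland and ovary.

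Over every gene with at least 1 count, the mean correlation was 0.9803 within the pituitary gland, 0.977 within the ovary, 0.963 within the liver and 0.845 between brain and pituitary gland. With log2(FPKM + 1) these were 0.9802, 0.9823, 0.9699 and 0.732. Pearson correlations were 0.986, 0.989 and 0.984 within pituitary gland, ovary and liver. Centered by gene, they were 0.769, 0.911, 0.965 and 0.921 within brain, pituitary gland, ovary and liver and 0.257 between brain and pituitary gland. Thinned to the smallest total, the ovary was at 0.9824. The ovary minus the pituitary gland, 0.000214, reversed over every gene with a count (-0.00332) and without pituitary gland replicate 4 (-0.000802), ovary replicate 3 (-0.000204) or ovary replicate 4 (-0.000245), and among the fits leaving out 1 library it was largest without pituitary gland replicate 1 (0.00120). The ratio of the smallest distance between tissues to the largest within a tissue was 1.36 without brain replicate 2.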

Differences from the paper's values

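The tests in this part were chosen after the results were seen. Values called the paper's are the paper's own, and a value is counted as reaching one when it is within 1.5-fold of it.

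For genes specific to the pituitary gland, 800 were found against the paper's 508. Among the alternatives set before the data were examined, it was reached with a CPM of at least 1 in at least 4 libraries (737), with the quasi-likelihood fit per pair (660), without brain replicate 1 (739), without liver replicates 1, 2, 3 or 4 (755, 755, 737 and 751), without ovary replicate 4 (760) and without pituitary gland replicates 1, 2, 3 or 4 (689, 688, 690 and 692). The other alternatives of that set did not reach it. Plain library totals, chosen after seeing the values, gave 680. For the liver, 2149 specific genes were found against the paper's 539, and no alternative of that set reached it (2037 to 2331).

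Counting genes expressed in 1 tissue only, 845 were found in the pituitary gland against the paper's 508, reached without pituitary gland replicate 3 (758) or 4 (754) and by no other of them. In the ovary 1749 were found against the paper's 2939, reached with a CPM of at least 1 in all 4 libraries (2086) and an FPKM of at least 1 (2504). In the liver 1394 were found against the paper's 539, reached by none (206 to 1724).

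Brain and pituitary gland alone shared 2567 genes against the paper's 8819 (984 to 2704 over those alternatives), and brain and ovary alone 627 against the paper's 5547 (398 to 1148). None reached these values. Genes also expressed in the ovary or liver are not in the 2567, nor those also in the pituitary gland or liver in the 627. The paper's text does not state whether its numbers leave out such genes. If they do not, the gaps would be smaller.

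The number of brain-specific genes, 2264 against the paper's 3395, lies just inside the 1.5-fold limit. Over the alternatives set before the data were examined it ranged from 1518 with the quasi-likelihood fit per pair to 2750 with the DESeq2 Wald test, and 18 of 24 left it outside the limit. It was inside with the DESeq2 Wald test, DESeq2 size factors (2388), the exact test (2618) and without brain replicates 2, 3 or 4 (2355, 2393 and 2328). Plain library totals, chosen after seeing the values, gave 3095. Genes expressed in the brain only, 2464, were outside the limit in 7 of 22 alternatives.

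In the fit, the ovary had the most tissue-specific genes, whereas the paper puts the brain first. Counting genes expressed in 1 tissue only, the order was the paper's, with brain 2464, ovary 1749, liver 1394 and pituitary gland 845. The paper ranks the ovary as the least variable tissue, from Spearman correlations. On that measure the ovary was also first here, at 0.9836 against 0.9834 in the pituitary gland. The gap was less than the spread over pairs and reversed over every gene with at least 1 count (-0.00332). By distances in the scaling, the pituitary gland varied least. The genes the paper names for the ovary membrane terms were not specific to the ovary in the fit, nor, among the genes given with values at the claims, were proenkephalin, cholecystokinin-L, a cholecystokinin-like gene and the calmodulin gene LOC106603160 to the brain. Of these, proenkephalin and solute carrier family 35 member A4 passed with plain library totals, chosen after seeing the values. Cholecystokinin-L passed with the DESeq2 Wald test, the exact test and without brain replicate 2. The cholecystokinin-like gene passed with no filter, without brain replicate 2 and without ovary replicates 1, 2 or 3. Table 2 gives values on the scale of raw counts, as described at the table.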

Other observations

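Every test in this part was chosen after the pattern had been seen on the same data, so each explanation is a hypothesis.

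The brain libraries differed from each other more than those of other tissues. Library size was tested by thinning all libraries to the smallest total, which left the lowest correlation between 2 brain libraries at 0.877. A mislabelled sample is argued against, as the highest correlation of a brain library with another tissue was 0.786. Reads from other tissues are too, since 74.5% of the 2932 variable brain genes had a brain library above every library of the other tissues. A few genes taking most of the counts would lower all lists alike, but in brain replicate 4 the hypothalamus and myelin lists lay 3.60 apart on the log2 scale. Different parts of the brain in the 4 samples is a candidate explanation: 4 of 5 lists of brain parts moved more between libraries than 95% of 10000 random lists, and the telencephalon list did not. The random genes were matched by mean expression only. A list of genes that vary together for another reason would also pass, so the test does not single out this explanation. Median deviations in replicates 1 to 4 were -0.35, 1.64, -0.70 and -0.05 for cerebellum, -0.39, 0.10, -0.19 and -0.32 for telencephalon, -0.70, -1.19, -0.13 and 1.73 for hypothalamus, -1.12, -1.18, 1.08 and 0.95 for meninges and 1.03, 0.45, 0.30 and -1.87 for myelin. Cerebellin 1 precursor was at 10.7, 822, 1.24 and 0.305 CPM, isotocin-neurophysin IT 2 at 2.87, 0.526, 1.27 and 2172 CPM, Ependymin-1 at 1126, 255, 120491 and 87118 CPM and a myelin protein P0-like gene at 10103, 5731, 5598 and 881 CPM. Eomesodermin, high on the telencephalon list, was at 9.85, 14.2, 1.33 and 0.122 CPM. The brain expressed, at a mean CPM of at least 1, 26 of 27 cerebellum genes, 11 of 27 telencephalon, 15 of 26 hypothalamus, 26 of 34 meninges and 12 of 15 myelin genes. The lists were written before these tests, after some of their genes had been seen in the libraries.

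The other lists gave, as summed CPM in brain replicates 1 to 4, 467, 224, 498 and 573 for pituitary hormones (13 of 14 at a mean CPM of at least 1 in the brain), 256, 45.5, 187 and 101 for liver plasma proteins (10 of 13), 29.7, 8.48, 20.1 and 15.1 for egg coat proteins (3 of 24), and 147, 50.0, 301 and 198 for blood (15 of 23). In the ovary and in the liver, 13 of the 14 hormone genes also reached this level. So did 10 of the 13 plasma protein genes in the pituitary gland and in the ovary. Reaching it therefore does not show expression in the brain. Their most abundant genes were pro-opiomelanocortin A1 at 157, 71.6, 176 and 161 CPM, serum albumin 1 at 36.1, 4.48, 21.3 and 13.8 CPM, a zona pellucida sperm-binding protein 4-like gene at 15.8, 2.20, 8.72 and 4.78 CPM and a hemoglobin subunit beta-like gene at 65.9, 9.09, 52.8 and 80.1 CPM. The acute-phase list summed to 38016, 52989, 49993 and 42378 CPM in the liver, with 20 of 24 genes expressed there, and a complement C3-like gene at 8625, 13672, 11620 and 9839 CPM. Blood in the liver summed to 266, 310, 627 and 1012 CPM.

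Vitellogenin was at 31392 ± 15569 CPM in the liver (mean ± SD, n = 4), zona pellucida sperm-binding protein 3 at 6667 ± 1013 CPM and a protein 4-like gene at 15839 ± 2407 CPM, in fish the paper calls immature. Reads from the ovary libraries are argued against, since the highest ovary count was at most 1.07% of the lowest liver count for the 5 genes. Of 24 egg coat genes, 2 were specific to the liver and 19 to the ovary. Estrogen receptor 1 was at 491 CPM in the liver, beta at 96.4 and beta 2 at 969. An early response of the liver to estrogen may be involved, and was not tested.

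Transcripts of 140 abundant ovary genes were present in all 12 libraries of other tissues. Expression of all of them there is argued against, as shares of the mean ovary count never fell below 0.0675%, with 5th percentiles from 0.123% to 0.196%. The share and its limit were restated during the work, to the definition on which the limit had first been looked at. Reads assigned to the wrong library cannot be told apart from ovary RNA carried into the samples: the floor of brain replicate 2, with 2.08 times the total, was 1.13 times that of the other brain libraries, and the highest floor was 1.59 times the lowest.

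Pituitary hormone transcripts were also present elsewhere. The prolactin count per pro-opiomelanocortin A1 count was 0.0371 to 0.746 in the pituitary gland libraries. In 5 libraries, ovary replicates 2 and 3 and liver replicates 1, 2 and 3, it lay outside this range, which argues against pituitary reads assigned to the wrong library there. In the 7 libraries inside the range, pituitary reads assigned to the wrong library cannot be told apart from expression. Pituitary tissue carried into the other samples cannot be told apart either, with ratios up to 7.35.

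On the deposited centered scale, brain-specific genes were higher by 1.01 in brain replicate 2 than in the next brain library. On the depth-corrected scale the difference was -0.00364, so library size of brain replicate 2 may account for it (log2 ratio of totals 1.05).

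Composition does not account for Table S5 as a whole, since 29 of its genes were highest outside the ovary even in raw counts.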
